# Striatal Molecular Signature of Subchronic Subthalamic Nucleus High Frequency Stimulation in Parkinsonian Rat

**DOI:** 10.1371/journal.pone.0060447

**Published:** 2013-04-04

**Authors:** Sylviane Lortet, Emilie Lacombe, Nicolas Boulanger, Pascal Rihet, Catherine Nguyen, Lydia Kerkerian-Le Goff, Pascal Salin

## Abstract

This study addresses the molecular mechanisms underlying the action of subthalamic nucleus high frequency stimulation (STN-HFS) in the treatment of Parkinson's disease and its interaction with levodopa (L-DOPA), focusing on the striatum. Striatal gene expression profile was assessed in rats with nigral dopamine neuron lesion, either treated or not, using agilent microarrays and qPCR verification. The treatments consisted in anti-akinetic STN-HFS (5 days), chronic L-DOPA treatment inducing dyskinesia (LIDs) or the combination of the two treatments that exacerbated LIDs. STN-HFS modulated 71 striatal genes. The main biological processes associated with the differentially expressed gene products include regulation of growth, of apoptosis and of synaptic transmission, and extracellular region is a major cellular component implicated. In particular, several of these genes have been shown to support survival or differentiation of striatal or of dopaminergic neurons. These results indicate that STN HFS may induce widespread anatomo-functional rearrangements in the striatum and create a molecular environment favorable for neuroprotection and neuroplasticity. STN-HFS and L-DOPA treatment share very few common gene regulation features indicating that the molecular substrates underlying their striatal action are mostly different; among the common effects is the down-regulation of *Adrb1*, which encodes the adrenergic beta-1- receptor, supporting a major role of this receptor in Parkinson's disease. In addition to genes already reported to be associated with LIDs (preprodynorphin, thyrotropin-releasing hormone, metabotropic glutamate receptor 4, cannabinoid receptor 1), the comparison between DOPA and DOPA/HFS identifies immunity-related genes as potential players in L-DOPA side effects.

## Introduction

The degeneration of nigrostriatal dopamine neurons is a main pathological feature of Parkinson's disease (PD) [1]. This leads to alterations in the basal ganglia and hence to the motor disabilities characterizing PD, such as akinesia [2]. The dopamine replacement therapy using levodopa (L-DOPA) is the gold standard pharmacological treatment of PD. After few years, the great efficacy of this treatment is most often compromised by the development of disabling motor complications that gradually worsen, including motor fluctuations and L-DOPA-induced dyskinesias (LIDs). Progress in the knowledge of the mechanisms underlying LIDs, in particular of the cellular and molecular changes occurring in the striatum, the main input station of the basal ganglia, have opened new perspectives for their prevention or alleviation [3]–[6].

The functional neurosurgical treatment by subthalamic nucleus high frequency stimulation (STN-HFS) has demonstrated its efficacy to alleviate main PD motor symptoms, allowing in most cases a radical decrease of dopaminergic medication [7]. STN-HFS then attenuates LIDs indirectly by reducing L-DOPA requirement. There is evidence that this surgical treatment may not have a direct antidyskinetic action. For instance, when combined to dyskinesiogenic L-DOPA treatment, STN-HFS does not improve but can even exacerbate LIDs in PD patients and animal models [8]–[10]. As possible substrates, STN-HFS exacerbates L-DOPA-induced changes in several striatal markers associated to LIDs [10] and prolongs the increase in extracellular dopamine levels elicited by acute L-DOPA treatment [11]. There is accumulating evidence that the action mechanisms of STN-HFS are complex and that this surgical treatment might induce duration-dependent adaptive changes, within and outside the basal ganglia, and interfere with the disease progression [12]. In particular, we previously provided evidence that prolonged STN-HFS in PD model interferes with adult neurogenesis, promoting survival of newly formed cells in the regions of constitutive neurogenesis and also in the striatum [13]. Elucidating the mechanisms of STN-HFS and its interaction with L-DOPA is crucial, especially since up to recent trials, all PD patients selected for HFS had a long history of L-DOPA treatment. Although the striatum is not a primary target of STN, STN-HFS has been reported to impact glutamate, GABA and dopamine striatal neurotransmission, suggesting possible widespread action at striatal level [12]. However, little is known about the striatal molecular pathways implicated by STN-HFS.

A number of studies have examined gene regulation in post-mortem tissues of PD patients and in animal models, mostly in the substantia nigra but also in the striatum. The effects of L-DOPA treatment on striatal gene expression have been already addressed [14]–[18] whereas the effects of STN-HFS have not been investigated. In this study, gene array technology was used to perform a large scale screening of the genes with altered striatal expression in a rat PD model after antiakinetic subchronic STN-HFS and L-DOPA treatment inducing dyskinesias, either separately or in combination, in comparison with lesioned animals without any treatment. The objectives were 1) to identify the molecular signature of STN-HFS action at striatal level, associated with its efficient antiparkinsonian action, and 2) to investigate the molecular substrates of the interaction between the two treatments in order to evidence possible genes involved in LIDs as STN-HFS exacerbates LIDs. The pattern of genes modulated under STN-HFS suggests that the neurosurgical treatment generates a molecular environment that favors growth, neuroplasticity and neuroprotection. Whereas wide changes occur after STN-HFS or L-DOPA, few common regulations are found. Finally, comparison of the genes modulated in the 3 experimental conditions suggests an association between immunity-related genes and LIDs.

## Materials and Methods

### Experimental groups

All animal experimental procedures were carried out in strict accordance with local rules concerning the use of laboratory animals (authorization #B 13-267) and with the recommendations of the EEC (86/609/EEC) for care and use of laboratory animals, and conformed to the ethical guidelines of the French Ministry of Agriculture and Forests (Animal Health and Protection Veterinary Service). All animals used in this study were maintained on a 12∶12-h light/dark cycle (lights on: 7:00 A.M. to 7:00 P.M.), with food and tap water available ad libitum and every precaution was taken to minimize the stress and the number of animals used in each series of experiments. During surgery, wounds and pressure points were repeatedly (every 2 h) infiltrated with lignocaine (2%). Postoperative analgesia was performed by adding Acetaminophen (400 mg/kg) in the drinking water during 7 days.

Microarray experiments were carried out on striatal tissue from four groups of animals bearing 6-hydroxydopamine (6-OHDA)-induced lesion of the nigrostriatal DA pathway: lesion alone without any subsequent treatment (6-OHDA), dyskinesiogenic L-DOPA treatment for 19 days (DOPA), STN-HFS for 5 days (HFS) and combination of dyskinesiogenic L-DOPA and STN-HFS (DOPA/HFS); in this last group HFS was applied during the 5 last days of the 19-days L-DOPA treatment. Quantitative RT-PCR was performed on striatal tissue from 2 additional groups of lesioned animals either stimulated or not, 6-OHDA group and HFS group, and a group of unlesioned rats with an electrode implanted (control). Each experimental group for the microarray study contained 3 animals, and for RT-qPCR 4 to 5 animals.

### Surgery and treatment

Surgery was performed under Equithesin anaesthesia (4 ml/kg). Animals received a unilateral injection of 9 µg of 6-OHDA (Sigma-Aldrich, St Quentin–Fallavier, France) dissolved in 4.5 µL of 0.9% sterile NaCl containing 0.1% ascorbic acid, at a rate of 1 µL/min, in the left SNc. The stereotaxic coordinates of the injection site were: anteroposterior +2.2 mm, lateral 2.0 mm and dorsoventral +3.3 mm from the interaural, with the incisor bar at +5.0 mm above the interaural plane, according to the rat stereotaxic atlas by [19]. These animals were killed by decapitation 33 days after 6-OHDA lesion. Fourteen days after 6-OHDA lesion, two groups of rats (DOPA and DOPA/HFS) received chronic L-DOPA treatment for 19 days. This treatment consisted of two injections per day, at a 12-h interval, of 25 mg/kg L-DOPA and 12.5 mg/kg benserazide (Sigma–Aldrich) dissolved in 0.9% NaCl. All L-DOPA-treated animals, with or without HFS, received the last injection 12 h before killing by decapitation. Fourteen days after the 6-OHDA lesion, the groups of rats to be treated by STN-HFS (HFS and DOPA/HFS) were anaesthetized by Equithesin i.p. injection and were unilaterally implanted with one platinum-iridium electrode for deep brain stimulation in the STN ipsilateral to the lesion side as described previously [10]. The stereotaxic coordinates were taken averaging the interaural and bregma coordinates [20]; from bregma, they were: anteroposterior −3.8 mm (equidistant from the two wires), lateral 2.4 mm, dorsoventral −8.1 mm from the surface of the meninges. STN-HFS was applied continuously for 5 days in freely moving rats, starting 28 days after 6-OHDA lesion, under conditions proven efficient for alleviating DA denervation-mediated akinesia [9], [10]. Stimuli were delivered by a pulse generator and a stimulus isolation unit (P2MP, Marseille, France), which gave rectangular current pulses. The stimulation parameters were: frequency: 130 Hz; pulse width 80 µs; intensity 60 µA (which was about twice below the threshold intensity provoking dyskinetic movements of the contralateral forepaw [10]). HFS and DOPA/HFS animals were killed by decapitation immediately after turning off the stimulation.

### Behavioral assessments

Animals of the control, 6-OHDA and HFS groups were scored for akinesia of the contralateral forelimb by using the cylinder test. In brief, animals were placed in a Plexiglas cylinder and, immediately after, videotaped for 30 min to examine the symmetry/asymmetry of their forepaw use during their explorative behavior in this new environment. The numbers of contacts made on the cylinder wall during this period with the ipsilateral paw, the contralateral paw, and both paws (double contacts) were determined; a double contact was scored as an ipsilateral contact plus a contralateral contact. Akinesia was represented as forelimb asymmetry, i.e. % contralateral minus % ipsilateral forepaw contacts.

For quantification of LIDs, animals of the DOPA and DOPA/HFS groups were videotaped for 2 h after the injection of L-DOPA at day 14 and day 19 of the chronic treatment, which corresponded respectively to the time point just before starting STN-HFS and the last day of HFS treatment. Individual animals were scored for 1 min every 10 min, from 10 to 120 min after the injection of L-DOPA as reported previously [21]. Axial, orolingual, and forelimb dyskinesias were scored using a scale from 0 to 4 as defined previously [22].

### Tissue preparation

Animals were killed by decapitation, the brain quickly removed, immediately frozen on dry ice powder and stored at −80°C until use. Brains were sectioned at −20°C using a cryostat. Part of the striatum was cut in thin sections (12 µm) for histological analysis. On the other part, the dorsal striatum was punched from thick sections and samples pooled to obtain around 10 mg tissue for RNA extraction. Thin 12 µm sections were also performed at STN level to control the electrode placement.

### Control of the DA lesion extent and electrode implantation site

The loss of DA terminals in the striatum was assessed as an index of the extent of the DA denervation by analysis of ^3^H-mazindol binding to DA uptake sites on film autoradiograms, as described previously [23]. The location of the stimulating electrode in the STN was examined on fresh cryostat sections. Animals showing a reduction of less than −85% in 3H-mazindol binding or a misplaced electrode were not included in the experimental groups presented above.

### Transcriptomic analysis and reverse transcriptase quantitative PCR (RT-qPCR)

Total RNA was extracted using the RNeasy Mini kit (Quiagen, Courtaboeuf, France) according to the manufacturer's instructions. RNA concentration was determined with a nanodrop ND-1000 spectrophotometer (nanodrop technologies, Wilmington, DE, USA) and the quality was evaluated with an Agilent bioanalyzer (Agilent technologies, Santa Cruz, CA, USA). The RNA samples selected for microarray and for real-time PCR experiments had an >8.0 RNA integrity number on a scale of 10. RNA was stored at −80°C until use.

For microarray experiments, amplification and fluorescent labeling of RNA was performed with the kit LIRLAK one color (Low Input RNA Linear Amplification Kit, Agilent) with starting amounts of 200 to 400 ng of total RNA. cRNAs were hybridized on Rat AGILENT 4×44 K microarrays and, after adequate washing, scanned with Agilent Microarray Scanner. All steps were performed according to the manufacturer (Agilent Technologies, Santa Cruz, CA, USA). All individual samples were hybridized onto separate microarrays. Thus, 12 Agilent oligonucleotide microarrays were used to compare the gene expression profiles of 6-OHDA, HFS, DOPA and DOPA/HFS groups. Microarray data were extracted and quantified with Feature extraction software (Agilent). The AgiND R library was further used for data diagnosis and normalization (http://tagc.univ-mrs.fr/tagc/index.php/software/16). Diagnosis was based on boxplot, color-coded images and MA plot, while normalization was performed based on the quantile method. Statistical analysis was performed using the TIGR MeV (MultiExperiment Viewer) v4.1 software (http://www.tm4.org/mev.html) and the GeneANOVA programs. First, a global ANOVA model gives an estimation of the contribution of HFS and DOPA in the total variation of the whole data set; gene was considered a factor in this model [24]. Genes showing significant differential expression between the 4 experimental groups were determined by a multi-class analysis using Significance Analysis of Microarrays (SAM) of TMev with 100 permutations. Hierarchical cluster analysis was applied to these genes in order to identify samples with similar profiles. Genes with >1.2 or <0.8 fold change in the HFS, DOPA and DOPA/HFS groups compared to 6-OHDA were further analyzed using two statistical tests. A two-class unpaired SAM of TMev with 20 permutations was first performed, with adaptive false discovery rate (FDR) procedure [25]. FDR was <10% for HFS and DOPA (6 and 1%, respectively) and was 13% for DOPA/HFS due to individual variability in this group. From these genes, those which did not reach significance with a second statistical test, the non-parametric Wilcoxon test (with p<0.05) were then subtracted. Annotation of the significantly altered genes was performed using DAVID database (http://david.abcc.ncifcrf.gov/) [26]. This program was used to assess whether gene ontology (GO) terms and the Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathways were overrepresented among the differentially expressed genes and within specific gene clusters. A score based on Fisher's exact test reflected the probability that the prevalence of a particular term within a cluster was due to chance alone, given the prevalence of that term in the population of all genes under study.

For RT-qPCR validation of microarray data, six of the genes showing differential expression in the HFS vs 6-OHDA group by microarray analysis and an endogenous reference gene, hypoxanthine phosphoribosyltransferase (HPRT) were evaluated in control, 6-OHDA and HFS groups. Gene specific primers were designed using Universal ProbeLibrary (ProbeFinder version 2.45 for rat, Roche Diagnostics) and chosen intron-spanning when possible (Table S1). Total RNA (0.5 µg) was reverse transcribed for 60 min at 42°C using ImProm-IITM reverse transcriptase (Promega, Charbonnières-les-Bains, France) with random hexamers. Real-time qPCRs were carried out in a total volume of 20 µl using 1/100 of the cDNA produced by reverse transcription, SsoFast EvaGreen Supermix (BioRad) and primer pair of the gene of interest (eurofins operon) using Bio-Rad CFX96 cycler with the following cycling parameters: 1 cycle at 95°C for 30 s (enzyme activation); 40 cycles at 95°C for 10 s followed by 60°C for 30 s (denaturation and annealing). Samples were run in duplicate for each gene analyzed. Primer pairs were tested for specificity with the melting curve analysis (0.5°C increment from 55°C to 95°C). PCR efficiency laid around 110% for all the primers used. Ct values for the reference and for the target genes were in similar ranges and Ct for the reference was not changed among experiments; furthermore HPRT expression analyzed by microarray also revealed no difference between all the samples, confirming the validity of HPRT as a reference gene. 

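On the arrays analysed here, the log2 signal of the HPRT gene, which the files name Hprt1, differed from the 6-OHDA group by -0.02 in the HFS group, by 0 in the DOPA group and by -0.09 in the DOPA/HFS group. The standard error of each difference was 0.16 in a limma fit of 4 groups of 3 arrays, so none of the differences was larger than the spread between arrays. When the mean of all probes of the gene replaced the brightest probe, the first value became 0.02 and the second 0.05, and leaving out single arrays changed the sign in each group, so no direction is given for this gene.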

Several no-template controls, which produced no signal, were also included. Relative target gene concentration was calculated using the 2^−ΔΔCt^ method which uses normalization to endogenous reference gene and normalization to calibrator sample (here, mean of the 3 values of the 6-OHDA group). Data were analyzed by ANOVA with a Fisher test. The differences were defined as significant when p<0.05.

## Results

### Control of the 6-OHDA-induced denervation extent in the striatum and of the electrode location in STN

The selected 6-OHDA animals included in the four experimental groups showed an extensive striatal dopamine denervation, as assessed by the marked loss of ^3^H-mazindol binding in the ipsilateral striatum vs controls (6-OHDA: −91.29±2.76%; HFS: −88.32±3.03%; DOPA: −95.03 ±0.92%; DOPA-HFS: −90.66±2.19%). Figure 1 illustrates the correct location of the stimulating electrode in the STN in the selected animals.

**Figure 1:**
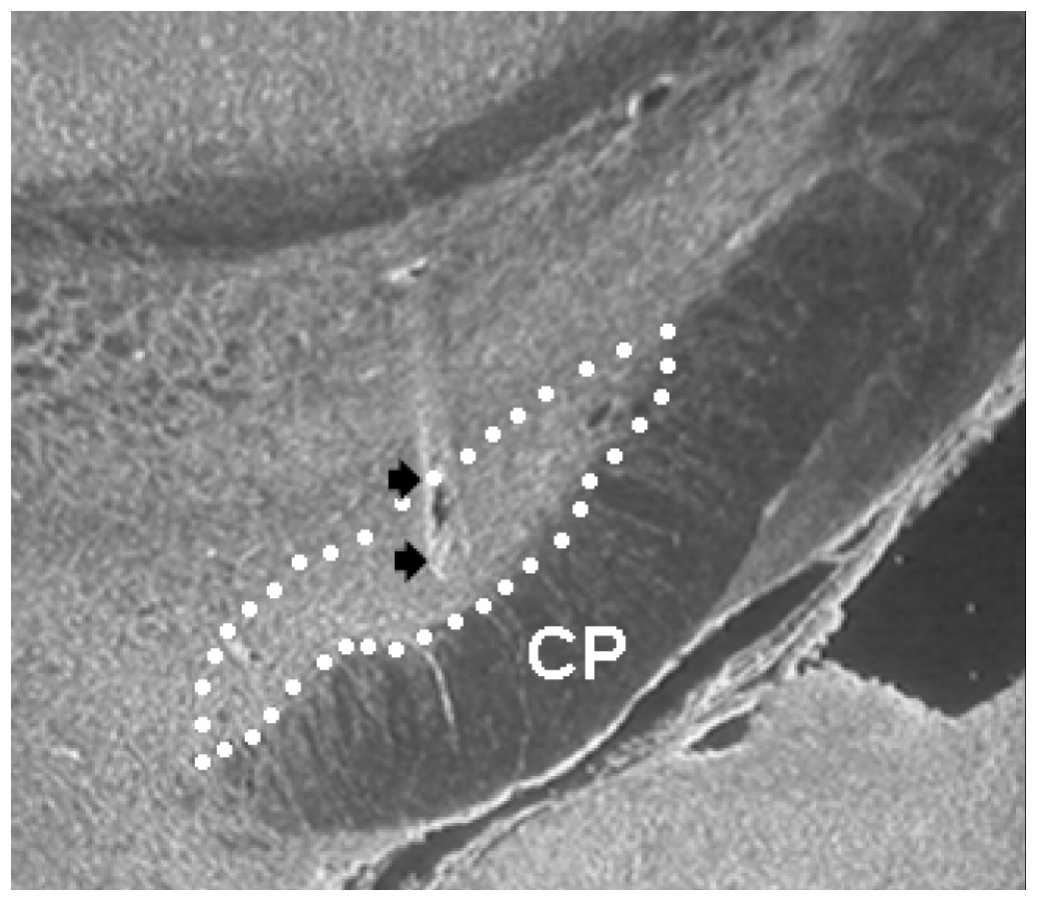
Photomicrograph illustrating the electrode placement in the STN. Subthalamic nucleus was outlined by the white dotted line. The black arrows show the location of the bared electrode tips delivering HFS in the STN. CP, cerebral peduncle.

### Behavioral observations

In the cylinder test, control animals equivalently use their right and left forepaws (Figure 2A). Animals of the 6-OHDA group and of the HFS group tested before starting the stimulation (pre-HFS) showed a marked asymmetry, the number of contralateral contacts being markedly reduced due to akinesia. This deficit is partially but significantly reversed after 5 days of HFS in the HFS group (HFS ON).

**Figure 2:**
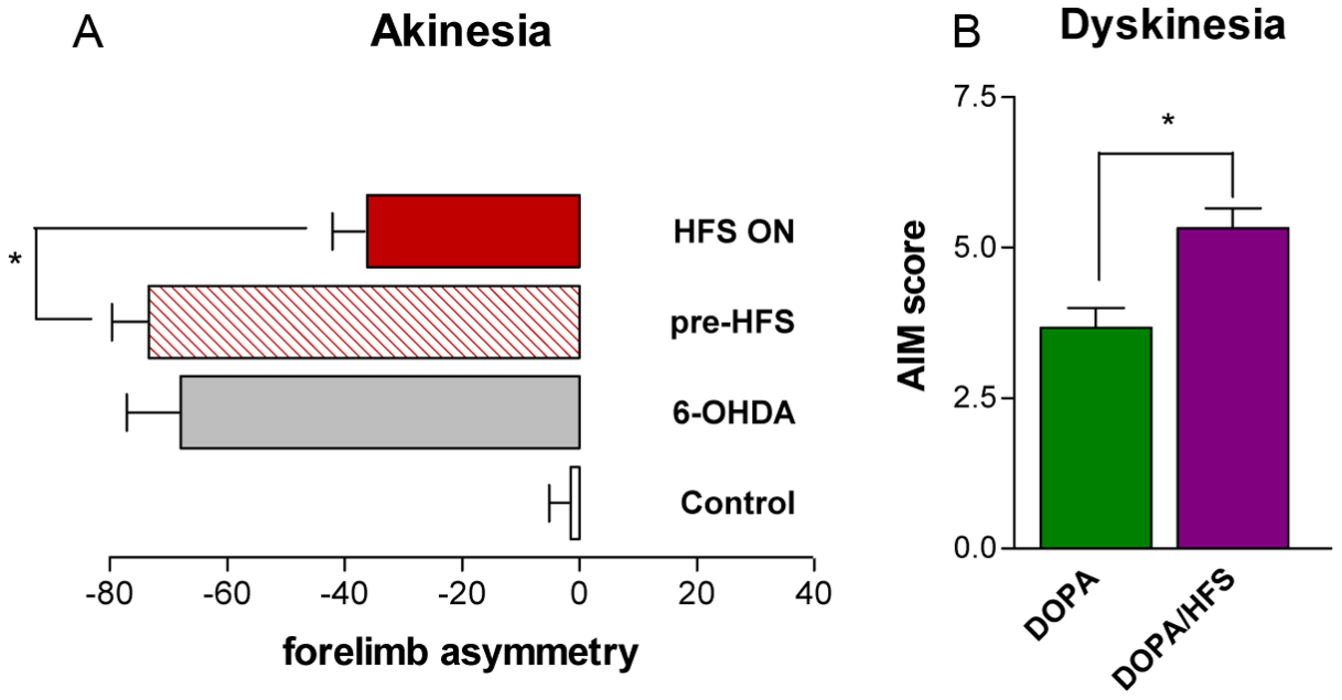
STN HFS alleviates akinesia and exacerbates L-DOPA-induced dyskinesia. (A) Akinesia was assessed by forelimb asymmetry in the cylinder test in the control and 6-OHDA groups and in the HFS group before the stimulation (pre-HFS) and after 5 days of stimulation (HFS-ON). Forelimb asymmetry was calculated as the % contralateral minus % ipsilateral forepaw contacts (*p<0.05 HFS ON vs. pre-HFS). (B) Analysis of AIMs was performed in DOPA and DOPA/HFS groups. Dyskinesia score corresponds to the sum of the orolingual and forelimb AIM scores (maximum 8). The data are the means ± SEM, *p<0.05 DOPA/HFS vs DOPA.

L-DOPA-treated animals in the DOPA and the DOPA/HFS groups presented almost no axial dyskinesias, so that scores were established based on orofacial and forelimb dyskinesias. The dyskinesia score (Figure 2B) was relatively low in the DOPA group (3.67±0.58) and was significantly higher in the DOPA/HFS group (5.33±0.58) in agreement with previous data showing that STN-HFS exacerbates LIDs [10], [27].

### Global gene analysis of the four groups: 6-OHDA, HFS, DOPA and DOPA/HFS

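RNA from the dorsal striatum of 12 rats was hybridised to 12 single-colour Agilent oligonucleotide arrays, 1 array per rat, in 4 groups of 3. All of them carried a unilateral lesion made with 9 µg of 6-OHDA, a toxin that destroys the dopamine neurons, and were killed 33 days later. The 6-OHDA group received no further treatment. In the HFS group the subthalamic nucleus was stimulated for 5 days at 130 Hz, with pulses of 80 µs and 60 µA. The DOPA group received 25 mg/kg of L-DOPA with 12.5 mg/kg of benserazide, 2 injections per day for 19 days, and the DOPA/HFS group received both treatments. The tissue was punched from thick sections and pooled to around 10 mg per rat. The paper gives 200 to 400 ng of RNA per labelling, whereas the sample labels give 0.5 µg.
The authors deposited the scanner output of each array, in which every spot has an intensity on a linear scale, corrected for background by the scanner software, and a flag for spots well above background. They also deposited a table of quantile normalized log2 values. Each array held 45018 spots, 1639 of them controls. The other 43379 spots belonged to 41012 probes and 35623 genes. Spots well above background made up between 53.8% and 58.9% of each 6-OHDA array, with a median of 56.2%. The range was 60.3% to 63.2% in HFS (median 62.7%), 50.5% to 58% in DOPA (median 57.9%) and 60% to 62.8% in DOPA/HFS (median 62.1%). The scanner software marked 4175 spots as outliers on DOPA/HFS replicate 3, against 2 to 25 on each of the other 11 arrays, and such spots were left out.
The intensities were taken to log2 and quantile normalized between arrays, the method the paper names. Spots of the same probe were averaged. Probes had to be well above background in a share of 0.4 of the arrays, the limit in the legend of Fig. 3, and each gene was represented by its brightest probe, which left 20403 genes. A limma model (lmFit and eBayes) was fitted to all 12 arrays, so that the 4 groups shared an estimate of the spread. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.1 with a fold change over 1.2 or under 0.8, the limits in the methods. Choices that could change the numbers include the filter on dim probes, the probe that stands for a gene, the arrays and terms in the fit, the test and its threshold and, for the folds of dim genes, the background correction.
Each of the 3 slides carried 1 array of each group, and the replicate number is the slide number. The position on the slide went with the group, so the effects of position and treatment cannot be told apart. With 3 arrays against 3, the smallest p that an exact two-sided permutation test allows is 0.1. A gene that was not well above background on any array of a group has only a bound there, written as at least N-fold. It sets the mean of the brighter group against the mean, per array, of the lowest signal well above background or of the probe's own signal, whichever was higher.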

We performed a gene profiling study using 44000 oligonucleotide microarrays to investigate the striatal effect of STN-HFS, of DOPA treatment and of the combined STN-HFS/DOPA treatment. The data obtained have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE43375 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE43375).

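Over the 18357 genes with a value on all 12 arrays, membership of the 4 groups accounted for 24.8% of the summed squares of log2 signal around each gene's mean. The 12 arrays can be divided into 4 groups of 3 in 15400 ways, and 10752 of these divisions gave a share at least as large (exact permutation test, one-sided, p = 0.698). These divisions leave the slides out of account. Of the 576 divisions that keep 1 array of each group on every slide, 241 gave a share at least as large (exact permutation within slides, one-sided, p = 0.418), a test added after the data had been seen. The slides accounted for 26.2% of the same sum, more than the groups. With the mean of each slide removed from every gene, the groups accounted for 33.6%. Again 241 of the 576 divisions gave a share at least as large, so this rise is no evidence of a treatment effect. Gene by gene, the moderated F test of limma over the 3 contrasts against 6-OHDA called 1 gene, Igsf5, with an adjusted p of 0.0784. At an unadjusted p under 0.05 the same test gave 574 of the 20403 genes. With the replicate number as a block in the fit it called 0 genes, with 887 at an unadjusted p under 0.05.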

The global gene ANOVA analysis demonstrated a very significant effect of the different treatments with p value less than 10^−5^ (Table S2). 

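The Pearson correlation between arrays was computed across the 200 genes with the largest moderated F of limma, each centred on its mean. For 11 of the 12 arrays the nearest array belonged to the same group. The 200 genes were picked by a test of the groups, which by itself favours grouping by group, and genes are not independent replicates. Across all tested genes, the nearest array belonged to the same group for 2 of the 12 arrays. The nearest arrays were closest for HFS replicates 1 and 3 (r = 0.865) and for DOPA replicates 1 and 2 (r = 0.79).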

Hierarchical cluster analysis (Figure 3) was used to test if changes in gene expression levels segregate the experimental groups. It showed two clusters of samples with similar gene profiles: one regrouped the samples from the 6-OHDA animals without treatment (L) and the other gathered together the samples from all the treated animals. 

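In the average-linkage tree over the 200 genes, the 3 samples of the 6-OHDA group formed a cluster of their own, with correlations to the nearest array of 0.55, 0.614 and 0.614. Divided into 4 clusters, the tree placed DOPA/HFS replicate 1 alone. Its nearest array was 6-OHDA replicate 3 (r = 0.378), and with complete linkage this DOPA/HFS array joined the 6-OHDA cluster.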

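Among the treated animals, the same tree gathered the 3 DOPA arrays with DOPA/HFS replicates 2 and 3 in 1 cluster and the 3 HFS arrays in another. DOPA replicate 3 was nearest to DOPA replicate 2 (r = 0.673), HFS replicate 2 to HFS replicate 3 (r = 0.574), and DOPA/HFS replicates 2 and 3 were nearest to each other (r = 0.639). With complete linkage, DOPA/HFS replicates 2 and 3 formed a cluster separate from the DOPA arrays.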

The samples from treated animals further clustered in two sub-groups, the first one including the DOPA and DOPA/HFS samples (D and DS, respectively, except one dopa-treated animal) and the second one the three HFS samples (S). These results demonstrate that HFS and L-DOPA treatments strongly affect gene expression in the striatum and that the gene expression profile in the combined treatment condition was close to that of DOPA treatment alone and not to that of HFS alone.

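Across the tested genes, the log2 fold changes of DOPA/HFS vs 6-OHDA correlated with those of HFS at r = 0.55 and with those of DOPA at r = 0.422, while HFS and DOPA correlated at r = 0.359. The 3 comparisons share their 6-OHDA arrays. When unchanged groups were simulated 100 times against these arrays, the correlation was 0.499 with no effect at all. The share of genes changed in the same direction was 70.1% for HFS and DOPA/HFS, 63.4% for DOPA and DOPA/HFS and 61.2% for HFS and DOPA, against 66.7% in the simulation. Genes are not independent replicates, so no p is given. From the position of the DOPA/HFS samples beside the DOPA samples in the tree, the paper concludes that the combined treatment gave a profile close to that of L-DOPA alone.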

**Figure 3:**
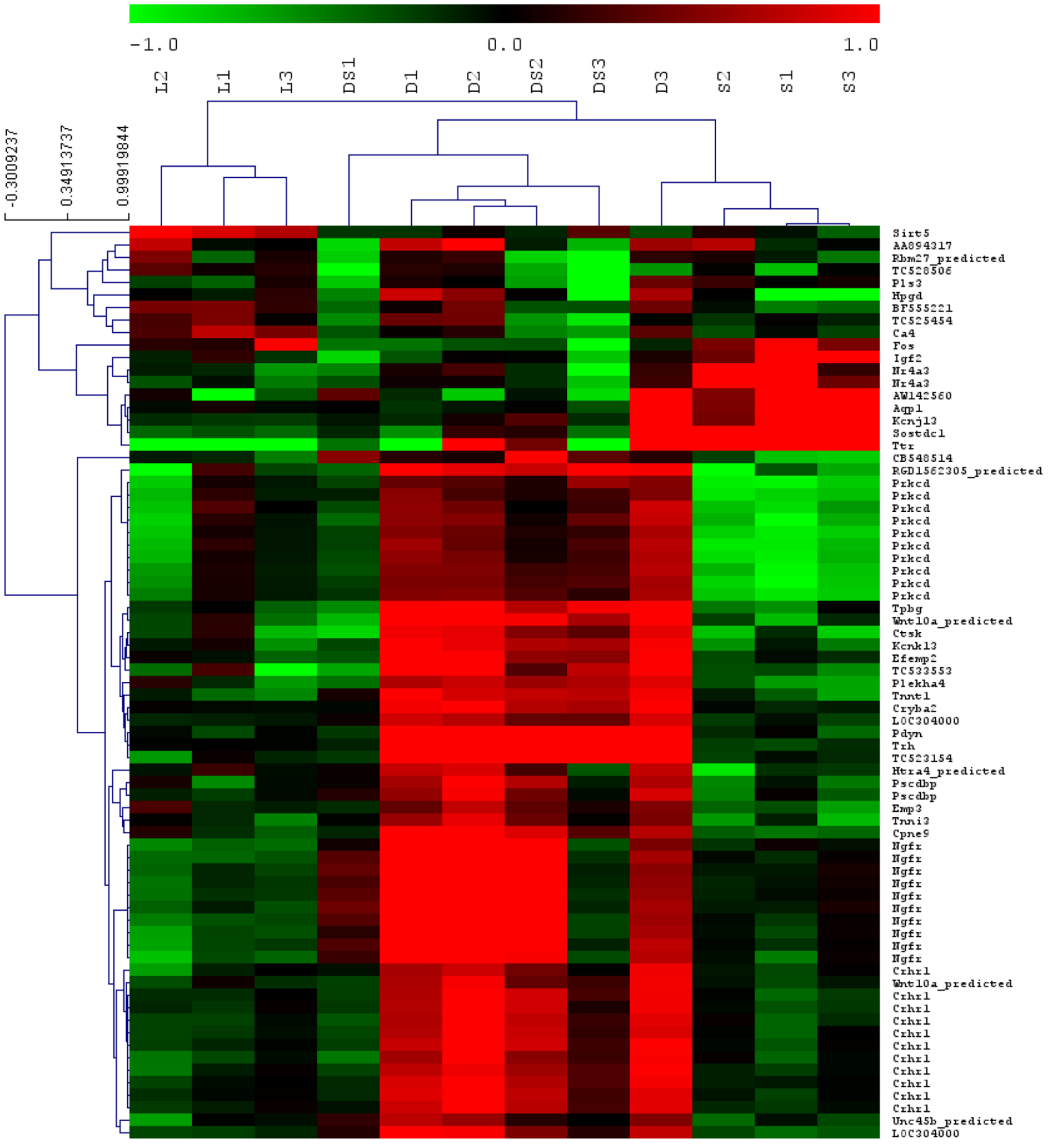
Hierarchical clustering. The 12 experimental striatal samples were: L1, L2 and L3 (6-OHDA); S1, S2 and S3 (HFS); D1, D2 and D3 (DOPA) and DS1, DS2 and DS3 (DOPA/HFS). The hierarchical clustering was constructed with the genes showing significant changes after a 4 group Sam analysis on the genes with expression value above detection limit in at least 40% of the samples. Upregulated and down-regulated genes appear in red and in green, respectively, with the relative log2 (ratio) reflected by the color intensity. Three sample clusters were found: 6-OHDA, DOPA with DOPA/HFS and HFS.

### Genes differentially expressed in HFS, DOPA and DOPA/HFS versus 6-OHDA

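limma called 0 genes in HFS vs 6-OHDA, where the lowest adjusted p was 0.347 and 477 genes had an unadjusted p under 0.05. It called 1 gene in DOPA vs 6-OHDA, with 528 genes at an unadjusted p under 0.05, and 0 genes in DOPA/HFS vs 6-OHDA, with a lowest adjusted p of 0.458 and 561 genes at an unadjusted p under 0.05. The gene called under DOPA was Igsf5, with log2 signals of 8.12, 7.91 and 7.61 on the DOPA arrays against 5.94, 5.78 and 6.24 on the 6-OHDA arrays. Its log2 fold change was 1.89 (standard error 0.22, adjusted p = 0.0602 in limma, and between 0.00571 and 0.522 over the other settings for this gene, which the files also name LOC304000).
The methods set the fold limits first, then a 2-class SAM and then the Wilcoxon test. Here a 2-class SAM with all 20 permutations, at the stated false discovery rates of 6%, 1% and 13%, was run on all genes tested, and the fold limits and the Wilcoxon test followed. It gave 0 genes for HFS, 6 for DOPA (Amhr2, Cryba2, Igsf5, Pdyn, Trh and a probe without a gene symbol) and 1 for DOPA/HFS (Galntl5). On the deposited log2 table it gave 0, 12 and 0. With the fold limits first, an order that was run after the data had been seen, the counts were 0, 5 (Prom2 in place of Igsf5 and Pdyn) and 1 (Galntl5), and on the deposited log2 table 2 (Galntl5 and Myo5c), 19 and 517. Of these 517 genes 516 were lower in DOPA/HFS and 1 higher, and in that table the median log2 fold change over all genes was -0.12 in DOPA/HFS, against -0.01 with the values used here. The false discovery rate of SAM makes no allowance for genes chosen beforehand by their fold on the same arrays. The fold limits and the Wilcoxon test alone were passed by 647 genes in HFS, 788 in DOPA and 512 in DOPA/HFS. With 3 arrays against 3 the Wilcoxon test passes only genes whose groups do not overlap, which were 5.13%, 6.27% and 4.18% of the genes tested, against 10% by chance.
Among the limma fits, leaving out DOPA/HFS replicate 1 gave the highest counts for DOPA and DOPA/HFS, 13 and 3 genes. When arrays were simulated for HFS vs 6-OHDA with 200 of 20403 genes changed, limma called 114 of the changed genes and 16 others. It found 44% of the genes changed by 1 on the log2 scale, 90% of those changed by 2 and 0% of those changed by 0.5, so a modest change in a single gene was mostly not detectable with this number of arrays.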

The numbers of genes differentially expressed in each of the three treatment groups as compared to 6-OHDA are presented in Figure 4. 

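All 71 genes of Table S3 were measured on the arrays, 25 listed as up-regulated and 46 as down-regulated. The HFS arrays differed from the 6-OHDA arrays in the listed direction for 68 of them, and for 50 with an unadjusted p under 0.05 in limma. None passed an adjusted p of 0.1 over all genes tested, that is 0 genes, while 55 did when adjusted over the list alone. Without HFS replicate 3, DOPA replicate 1 or DOPA replicate 3, 1 gene passed over all genes tested. The study chose this list on the same arrays, so the count over the list alone is not independent evidence. That count ran from 29 to 58 as single arrays were left out. The median log2 fold change was 0.62 for the genes listed as up-regulated and -0.49 for those listed as down-regulated.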

Of the 71 genes showing differential expression in the HFS group (listed in Table S3), twice as many were down-regulated than up-regulated. More genes, 167, were affected in the DOPA group (Table S4), with equivalent numbers being down-regulated and up-regulated. 

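In the DOPA arrays, 164 of the 167 genes changed in the direction listed, 101 of them with an unadjusted p under 0.05 in limma. Of these genes 79 are listed as up-regulated, with a median log2 fold change of 0.81, and 88 as down-regulated, with a median of -0.47. Over all genes tested, 0 of them passed an adjusted p of 0.1, and adjusted over the list alone 117 did, again on the arrays from which the list was chosen. Without DOPA/HFS replicate 1, 10 of them passed over all genes tested. The count over the list alone ran from 59 to 130 as single arrays were left out.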

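The variability of the DOPA/HFS group can be seen in the 26 genes of Table S5, 5 listed as up-regulated and 21 as down-regulated. With all 3 DOPA/HFS arrays, 25 of the 26 genes changed in the listed direction and 12 had an unadjusted p under 0.05 in limma. The median log2 fold changes were 1.53 up and -0.37 down. Without DOPA/HFS replicate 3, 24 genes had the listed direction, 16 an unadjusted p under 0.05, and the medians were 1.77 up and -0.58 down. In both cases 0 genes passed an adjusted p of 0.1 over all genes, and 12 and 20 did when adjusted over the list alone, which the study chose on these arrays. Without DOPA replicate 1 or DOPA replicate 3, 1 gene passed over all genes. Without DOPA/HFS replicate 1, 26 genes had the listed direction, 11 an unadjusted p under 0.05, and 10 passed over the list alone. Without DOPA/HFS replicate 2 these counts were 23, 9 and 5. As single arrays of any group were left out, the count over the list alone ran from 3 to 20.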

Because of individual variability, only 26 genes were found in the DOPA/HFS group (Table S5), most being down-regulated. To note however that several of the genes induced by L-DOPA and reported to be associated with LIDs, such as *Pdyn* (preprodynorphin) and *Trh* (thyrotropin-releasing hormone) show a clear tendency towards upregulation in the DOPA/HFS group (respectively 1.6±0.5 and 2.5±1.4 fold change vs 6-OHDA).

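For Trh, the log2 signal on the DOPA/HFS arrays was 7.82, 10.5 and 11.03 for replicates 1 to 3, against 8, 8.07 and 8.04 on the 6-OHDA arrays, a log2 fold change of 1.75 (standard error 0.61, adjusted p = 1 in limma) or a fold of 3.36. The paper's value is 2.5 with an error of 1.4. For Pdyn the signals were 14.68, 15.87 and 15.81 against 14.53, 14.83 and 14.74, a log2 fold change of 0.76 (standard error 0.28, adjusted p = 1) or a fold of 1.69, where the paper's value is 1.6 with an error of 0.5. Both genes overlapped between the groups because replicate 1 lay at the level of the 6-OHDA arrays (exact permutation test, p = 0.4 for Trh and p = 0.3 for Pdyn). Without replicate 1 the log2 fold change rose to 2.73 for Trh and 1.14 for Pdyn.
The same array stood apart over the L-DOPA genes as a whole. Over 146 genes of Table S4 with a value on all 12 arrays, without Trh, Pdyn, Ngfr and listed marker genes of the choroid plexus, leptomeninges and ependyma, each array was set against the mean DOPA change. The slope was 0.979, 0.991 and 1.03 for the DOPA arrays, from which that mean was made, 0.806 and 0.833 for DOPA/HFS replicates 2 and 3, and 0.191 for DOPA/HFS replicate 1.

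**Figure D1:**
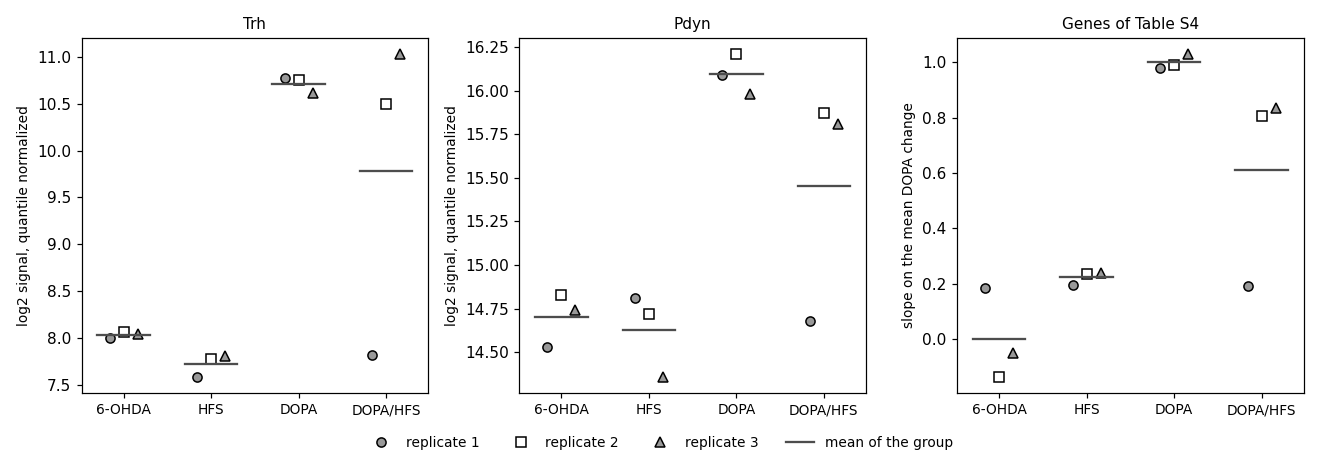
Log2 signal (quantile normalized) of Trh and Pdyn, and the slope of each array on the mean DOPA change over 146 genes of Table S4, in the 4 groups. Each point is 1 array, its shape gives the replicate number, and bars give the group mean. DOPA/HFS replicate 1 lies at 7.82 for Trh, at 14.68 for Pdyn and at a slope of 0.191.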

**Figure 4:**
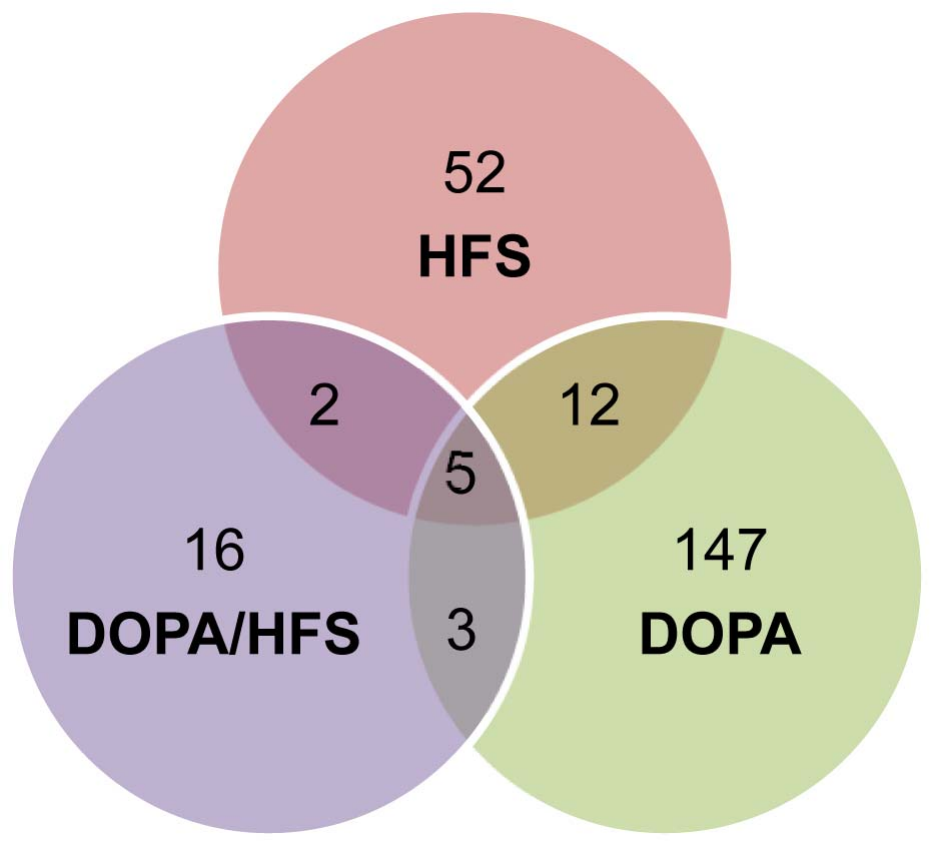
Venn diagram showing the numbers of genes specifically or commonly altered by the treatments.

Only five genes were commonly regulated by all the treatments, 3 being down-regulated: *Adrb1* (β1-adrenergic receptor), *Btg2* (B-cell translocation gene 2), and *Sirt5* (sirtuin 5), and 2 up-regulated: *Galntl5* (polypeptide N-acetylgalactosaminyltransferase-like 5) and *Ngfr* (Nerve growth factor receptor). 

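limma called 0 genes in all 3 treatments. Of the genes listed in common, Btg2 fell by 0.73 in HFS, by 0.9 in DOPA and by 1.06 in DOPA/HFS on the log2 scale, with a standard error of 0.26 each. All 3 arrays of each treated group lay below all 6-OHDA arrays (exact permutation test, p = 0.1, the smallest possible). For Ngfr the log2 fold changes were 0.66 in HFS, 3.06 in DOPA and 1.66 in DOPA/HFS (standard error 0.53), every treated array being higher than the 6-OHDA arrays, where the gene was well above background on 2 of 3 arrays. Galntl5 was not well above background on any 6-OHDA array. It was at least 2.74-fold higher in HFS, at least 1.38-fold higher in DOPA, where 2 of the 3 arrays measured it, and at least 2.59-fold higher in DOPA/HFS. With all arrays, no adjusted p of these 3 genes in limma was under 0.1. Their lowest was 0.347, for Galntl5 in HFS, while 0.458 was reached by the same gene in DOPA/HFS. Without DOPA replicate 3, Galntl5 had an adjusted p of 0.0208 in HFS and 0.0275 in DOPA/HFS, and without DOPA replicate 1 of 0.0334 and 0.044. Ngfr in DOPA had 0.0731 without DOPA replicate 3.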

Two more genes were found in common for HFS and DOPA/HFS: *Carhsp1* (calcium-regulated heat stable protein 1) and *Ebf1* (early B-cell factor 1), 3 for DOPA and DOPA/HFS: *C1s* (complement C1s subcomponent), *Rt1-Da* (RT1 class II, locus Da) *and Irf7* (interferon regulatory factor 7) and 12 for HFS and DOPA: *bbc3* (bcl-2 binding component 3, also called PUMA), *emp3* (epithelial membrane protein 3), *geft/Arhgef25* (rho guanine nucleotide exchange factor 25), *itpka* (Inositol-1,4,5-trisphosphate 3-kinase A), *loc683470* (similar to growth arrest specific 1), *loc684626* (similar to K11B4.2), *loc688966/Mef2bnb* (MEF2B neighbor), *nr4a3* (nuclear receptor subfamily 4 group A member 3), *prkcb* (protein kinase C beta type), *prkcd* (protein kinase C delta type), *slc18a2* (vesicular monoamine transporter 2), *trpc4* (short transient receptor potential channel 4). 

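In the lists of Tables S3 to S5, 17 genes are shared by HFS and DOPA, 7 by HFS and DOPA/HFS, 8 by DOPA and DOPA/HFS, and 5 by all, while 16 genes are in the DOPA/HFS list alone. As the 3 comparisons use the same 6-OHDA arrays, a chance deviation of those arrays moves a gene the same way in each of them.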

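The log2 signal of Emp3 was 9.22, 9.08 and 8.88 on the HFS arrays and 9.97, 10.36 and 10.09 on the DOPA arrays, on either side of 9.45, 9.86 and 9.43 on the 6-OHDA arrays. Emp3 changed by -0.52 on the log2 scale in HFS (adjusted p = 0.998 in limma) and 0.56 in DOPA (adjusted p = 1), with a standard error of 0.21. In both comparisons the groups did not overlap (exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). In DOPA/HFS the change was 0.23.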

To note that *emp3* and *PrKcd* were inversely regulated by HFS and by DOPA.

From the genes significantly altered in HFS group vs 6-OHDA (Table S3), 5 displayed a more than 2-fold increase: *Ttr* (transthyretin), *Sostdc1* (sclerostin domain containing 1), *Aqp1* (aquaporin 1), *Nr4a3* and *Igf2* (insulin growth factor 2); *Ttr* and *Sostdc1* showing the highest fold change: 279 and 26, respectively. 

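On the HFS arrays, the log2 signal of Ttr was 16.3, 11.86 and 15.28, against 6.23, 6.59 and 5.8 on the 6-OHDA arrays, a log2 fold change of 8.27 (standard error 2.51, adjusted p = 0.998 in limma). This is a fold of 309 as a ratio of geometric means and of 547 as a ratio of arithmetic means, where the paper's value is 279. Sostdc1 gave 12.44, 7.97 and 11.64 against 5.68, 5.57 and 5.5, a log2 fold change of 5.1 (standard error 1.26). The change was 2.28 (standard error 0.69) for Aqp1, 1.55 (standard error 0.26, adjusted p = 0.864 in limma) for Nr4a3 and 0.96 (standard error 0.27) for Igf2, and the adjusted p was 0.998 for Sostdc1, Aqp1 and Igf2. For all 5 genes every HFS array was above every 6-OHDA array (exact permutation test, p = 0.1, the smallest possible). The spread between the HFS arrays differed between the genes. Ttr, Sostdc1, Aqp1 and Igf2 were lowest in replicate 2, and over 17 other genes listed as choroid plexus markers the mean over the 6-OHDA arrays was also high in replicates 1 and 3 (1.05 and 0.78) and low in replicate 2 (0.18). Without HFS replicate 2 the log2 fold change of Ttr was 9.58, and without replicate 1 it was 7.36.

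**Figure D2:**
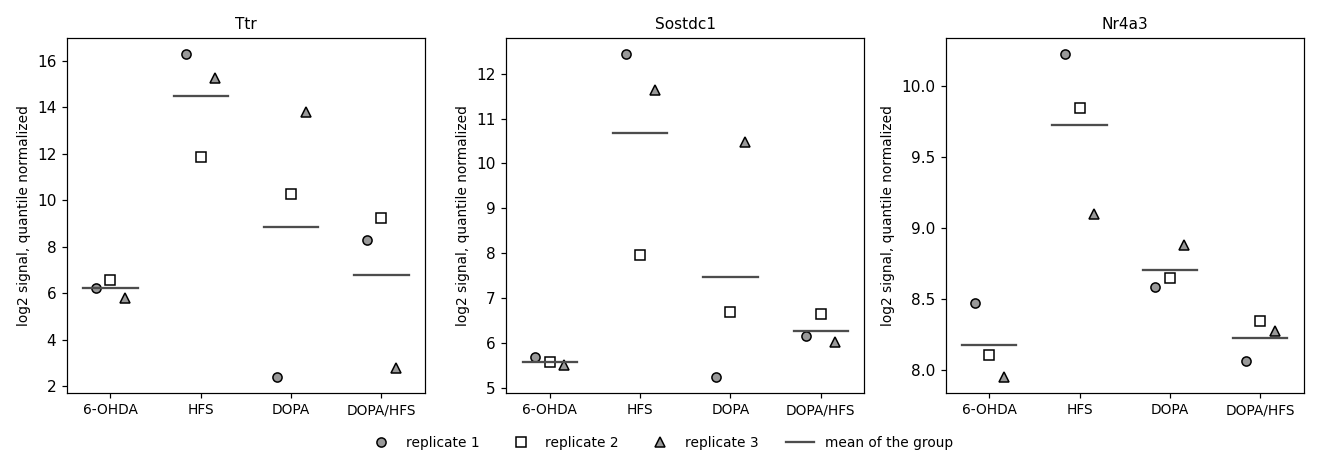
Log2 signal (quantile normalized) of Ttr, Sostdc1 and Nr4a3 on each array of the 4 groups. Each point is 1 array, its shape gives the replicate number, and bars give the group mean. The HFS arrays lie above the 6-OHDA arrays for each gene, and DOPA replicate 3 lies at 13.81 for Ttr and at 10.47 for Sostdc1.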

The up-regulation of *Ttr, Sostdc1* and *Igf2* was verified by RT-qPCR (Figure 5A). 

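On the arrays, the log2 signal of Chrna7 was 9.86, 9.69 and 9.85 in the HFS group and 9.21, 9.28 and 9.49 in the 6-OHDA group, without overlap (exact permutation test, p = 0.1, the smallest possible). Chrna7 thus had a log2 fold change of 0.47 (standard error 0.16, adjusted p = 0.998 in limma), a fold of 1.39, and the paper's value is 1.4.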

RT-qPCR also confirmed the more modest (1.4-fold) up-regulation of *Chrna7* (nicotinic receptor alpha 7 subunit) found in microarray analysis. The PCR analysis showed that these 4 genes were not differentially expressed in 6-OHDA and control conditions, and were thus up-regulated by HFS vs control. In the microarray, these 4 genes were not modified in DOPA and DOPA/HFS conditions, suggesting that part of the HFS effects was lost when combined to L-DOPA treatment. 

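In the DOPA group, the log2 signal of Ttr was 2.41, 10.29 and 13.81 on the 3 arrays and that of Sostdc1 was 5.25, 6.69 and 10.47. Ttr was well above background on 2 of the 3. The log2 fold changes vs 6-OHDA were 2.63 (standard error 2.51) and 1.88 (standard error 1.26), each with an adjusted p of 1 in limma and within the spread between arrays. Leaving out single arrays moved the change of Ttr between 0.14, without DOPA replicate 3, and 5.84, without DOPA replicate 1, and that of Sostdc1 between 0.39 and 2.99. In the DOPA/HFS group Ttr gave 8.28, 9.25 and 2.79 and Sostdc1 6.15, 6.65 and 6.03, with changes of 0.56 and 0.69. The Ttr signal of DOPA/HFS replicate 3 was not well above background, so the size of its change is uncertain. There the Ttr change lay between -0.67 and 2.55 as single arrays were left out. Igf2 changed by -0.07 in DOPA and by -0.41 in DOPA/HFS, and Chrna7 by 0.04 and 0.29, none of them beyond the spread between arrays. Whether the HFS effect was smaller with L-DOPA than without was tested as an interaction. It was -10.34 for Ttr (standard error 3.55, adjusted p = 1 in limma) and -6.29 for Sostdc1 (standard error 1.79, adjusted p = 1), and limma called 0 genes by this test, with 403 at an unadjusted p under 0.05. The interaction of Ttr rests in part on DOPA replicate 1 and DOPA/HFS replicate 3, where Ttr was not well above background. The paper treats these genes as unmodified in DOPA/HFS and proposes that some of the HFS effect was lost in the combination with L-DOPA. For Chrna7 the change in DOPA/HFS stayed between 0.15 and 0.4 as single arrays were left out, so its absence is not shown.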

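Prkcd gave log2 signals of 11.28, 11.4 and 11.49 on the HFS arrays and 12.79, 12.69 and 12.95 on the DOPA arrays, against 12.36, 11.48 and 12.15 on the 6-OHDA arrays. Its log2 fold change in HFS was -0.61 (standard error 0.25, adjusted p = 0.998 in limma). The signal of 6-OHDA replicate 2 lay within the HFS range (exact permutation test, p = 0.2). In DOPA it was 0.81 (standard error 0.25, adjusted p = 1), with all DOPA arrays above all 6-OHDA arrays (exact permutation test, p = 0.1, the smallest possible).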

Genes that were down-regulated vs 6-OHDA in HFS condition included *Prkcd*, which, in agreement with previous data [14] was up-regulated in the DOPA group (Figure 5B). *Prkcd* expression was unaffected in the DOPA/HFS, suggesting an addition of the opposite effects of the two treatments. 

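On the DOPA/HFS arrays the log2 signal of Prkcd was 11.93, 12.37 and 12.73, a log2 fold change vs 6-OHDA of 0.35 (adjusted p = 1 in limma; exact permutation test, p = 0.4). The difference between the HFS effect with and without L-DOPA was 0.14 (standard error 0.35, adjusted p = 1 in limma), so a departure from the sum of both effects was not detected. From these values the paper proposes that the opposite effects of the treatments added up.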

We validated by RT-qPCR the down-regulation of *Prkcd* by HFS vs 6-OHDA (Figure 5B); since the PCR experiment showed that the *Prkcd* gene expression was lower in control vs 6-OHDA, we concluded that HFS, in fact, normalized the expression of this gene. In microarrays, one of the genes showing the more marked down-regulation by HFS was *Sirt5*, a gene also down-regulated in the DOPA and DOPA/HFS groups (Figure 5C). 

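The log2 signal of Sirt5 was 10.75, 11.04 and 10.44 on the HFS arrays and 11.69, 12.51 and 11.58 on the 6-OHDA arrays. Sirt5 changed by -1.18 on the log2 scale in HFS (adjusted p = 0.998 in limma), -1.17 in DOPA and -0.93 in DOPA/HFS (adjusted p = 1 for both), with a standard error of 0.3. In each treatment, all 3 arrays were below all 6-OHDA arrays (exact permutation test, p = 0.1, the smallest possible).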

The decrease of *Sirt5* by HFS did not reach significance (p = 0.10) in the RT-qPCR analysis; this analysis further indicated that this gene was overexpressed in 6-OHDA vs control, suggesting tendency towards normalization by the treatments. Overall, we found very similar fold change values by microarray and RT-qPCR analysis, although these measurements were made in different experimental series of animals.

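On the array side of this comparison, each signal was divided by the HPRT signal of its array, as the legend of Fig. 5 states. The fold of HFS vs 6-OHDA was then 314 for Ttr, 34.8 for Sostdc1, 1.98 for Igf2, 1.41 for Chrna7, 0.664 for Prkcd and 0.446 for Sirt5, as ratios of geometric means over 3 arrays per group. The RT-qPCR samples were not analysed here.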

**Figure 5:**
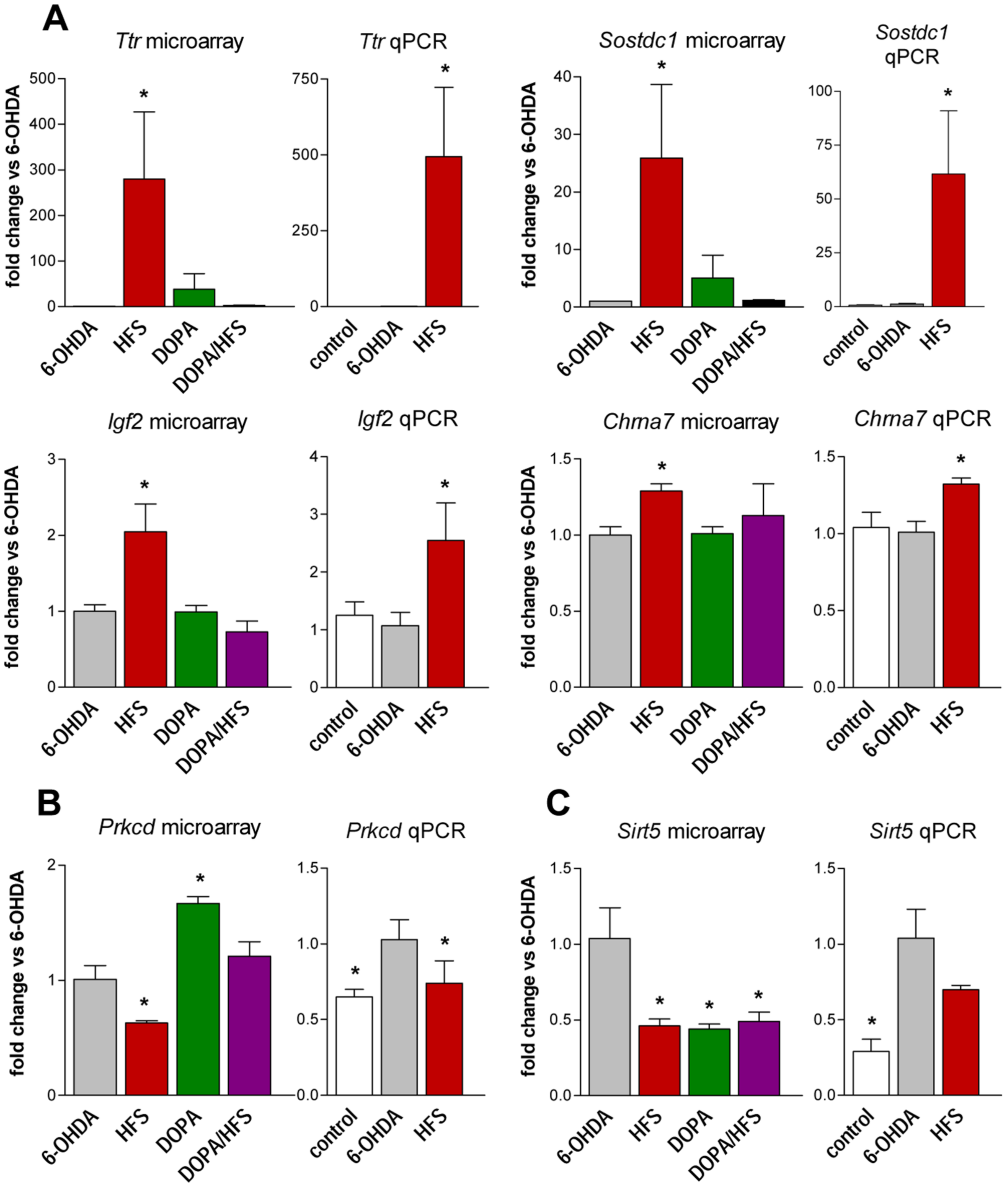
Comparison of the data obtained by microarray and RT-qPCR for 6 genes of interest. (A) Genes specifically up-regulated by HFS, (B) opposite regulation of *Pkrcd* by HFS and DOPA and (C) common down-regulation of *Sirt5* by HFS and DOPA. Microarray experiments were performed on total striatal RNA samples from 6-OHDA, HFS, DOPA and DOPA/HFS groups. For qPCR validation of gene expression, total striatal RNA samples from 3 groups were analyzed: control, 6-OHDA and HFS. For both microarray and qPCR, results were calculated for each sample relative to the expression of the endogenous reference gene: HPRT, and fold change vs the 6-OHDA group was determined using the 2^−ΔΔCt^ method. Values are presented as means ± SEM. *p<0.05 vs 6-OHDA values.

### Biological analysis of genes altered by HFS, DOPA and DOPA/HFS

In order to understand the biological meaning of the gene lists found in the previous analysis, we used DAVID bioinformatics resources that allow the identification of the most relevant (overrepresented) biological terms/functions associated with a gene list and the clustering into functionally related gene groups on the basis of their associated biological processes (BP), cellular components (CC) and molecular functions (MF). For the genes differentially expressed after HFS, 127 functional groups were identified (Table S6). Table 1 presents 8 functional groups selected from this list, as being highly significant, representative of several categories, or presumably related to PD after a detailed bibliographic search. The BP GO terms were “response to endogenous stimulus” (12 genes), “ion transport” (12 genes), “regulation of growth” (9 genes), “positive regulation of apoptosis” (10 genes), “regulation of synaptic transmission” (6 genes), “regulation of BMP signaling pathway” (3 genes), and “regulation of MAPKKK cascade” (4 genes); the CC GO term was “extracellular region” (10 genes). 

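Of the genes Ngfr, Igf2, Prkcd, Chrna7 and Mapk8, the last had log2 signals of 9.22, 9.69 and 9.26 on the HFS arrays against 9.44, 8.7 and 9.16 on the 6-OHDA arrays. Its log2 fold change was 0.29 (standard error 0.2, adjusted p = 0.998 in limma) and the groups overlapped (exact permutation test, p = 0.4). Ngfr was at 6.02, 6.19 and 6.43 in HFS and at 5.79, 5.17 and 5.71 in 6-OHDA.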

PD-related genes included in these functional groups were *Ngfr*, *Igf2*, *Prkcd*, *Chrna7* and *Mapk8* (mitogen-activated protein kinase 8). *Ttr* and *Sostdc1*, the two genes that displayed the higher level of induction after STN-HFS, shared the same GO term “extracellular region”, in compliance with their role as extracellular regulators of multiple signaling pathways.

**Table 1:** Enriched functional categories (GO terms) for genes differentially expressed after HFS vs 6-OHDA, with the constituting genes and their fold change (FC).

*Gene symbol*	Gene name	FC
**GOTERM_BP, Response to endogenous stimulus, p value 3.10^−5^**		
*Aqp1*	aquaporin 1	3.3
*Nr4a3*	nuclear receptor subfamily 4, group A, member 3	2.7
*Igf2*	insulin-like growth factor 2	2.0
*Rpe65*	retinal pigment epithelium 65	1.4
*Mapk8*	mitogen-activated protein kinase 8	1.2
*Enpp1*	ectonucleotide pyrophosphatase/phosphodiesterase 1	0.8
*Slc18A2*	solute carrier family 18 (vesicular monoamine), member 2	0.8
*Cacna1b*	calcium channel, voltage-dependent, N type, alpha 1B subunit	0.8
*Tnfrsf11b*	tumor necrosis factor receptor superfamily, member 11b	0.7
*Gnb1*	guanine nucleotide binding protein (G protein), beta polypeptide 1; guanine nucleotide binding protein (G protein), beta polypeptide 4	0.7
*Btg2*	B-cell translocation gene 2, anti-proliferative	0.6
*Prkcd*	protein kinase C, delta	0.6
**GOTERM_BP, Ion transport, p value 1.2.10^−4^**		
*Aqp1*	aquaporin 1	3.3
*Slc4A2*	solute carrier family 4 (anion exchanger), member 2	1.5
*Chrna7*	cholinergic receptor, nicotinic, alpha 7	1.3
*Slc12a4*	solute carrier family 12 (potassium/chloride transporters), member 4	1.2
*Tcirg1*	T-cell, immune regulator 1, ATPase, H+ transporting, lysosomal V0 subunit A3	0.8
*Enpp1*	ectonucleotide pyrophosphatase/phosphodiesterase 1	0.8
*Trpc4*	transient receptor potential cation channel, subfamily C, member 4	0.8
*Prkcb*	protein kinase C, beta	0.8
*Slc39A8*	solute carrier family 39 (metal ion transporter), member 8	0.8
*Cacna1b*	calcium channel, voltage-dependent, N type, alpha 1B subunit	0.8
*Cacnb2*	calcium channel, voltage-dependent, beta 2 subunit	0.7
*Prkcd*	protein kinase C, delta	0.6
**GOTERM_BP, Regulation of growth, p value 3.10^−4^**		
*Htra1*	HtrA serine peptidase 1	1.4
*Agt*	angiotensinogen (serpin peptidase inhibitor, clade A, member 8)	1.3
*Enpp1*	ectonucleotide pyrophosphatase/phosphodiesterase 1	0.8
*Hsd3b7*	hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 7	0.8
*Prkcb*	protein kinase C, beta	0.8
*Adrb1*	adrenergic, beta-1-, receptor	0.7
*Gpc3*	glypican 3	0.7
*Bbc3*	Bcl-2 binding component 3	0.5
**GOTERM_BP, Positive regulation of apoptosis, p value 5.5.10^−4^**		
*Pdia3*	protein disulfide isomerase family A, member 3	1.5
*Agt*	angiotensinogen (serpin peptidase inhibitor, clade A, member 8)	1.3
*Ngfr*	nerve growth factor receptor (TNFR superfamily, member 16)	1.3
*Mapk8*	mitogen-activated protein kinase 8	1.2
*Tradd*	TNFRSF1A-associated via death domain	0.8
*Aph1a*	anterior pharynx defective 1 homolog A (C. elegans); similar to Gamma-secretase subunit APH-1A (APH-1a) (Aph-1alpha) (Presenilin-stabilization factor)	0.7
*Prkcd*	protein kinase C, delta	0.6
*Bbc3*	Bcl-2 binding component 3	0.5
**GOTERM_BP, Regulation of synaptic transmission, p value 7.5.10^−4^**		
*Chrna7*	cholinergic receptor, nicotinic, alpha 7	1.3
*Agt*	angiotensinogen (serpin peptidase inhibitor, clade A, member 8)	1.3
*Cacna1b*	calcium channel, voltage-dependent, N type, alpha 1B subunit	0.8
*Adrb1*	adrenergic, beta-1-, receptor	0.7
*Edn1*	endothelin 1	0.7
*Bhlhe40*	basic helix-loop-helix family, member e40	0.5
**GOTERM_BP, Regulation of BMP signaling pathway, p value 4.9.10^−3^**		
*Sostdc1*	sclerostin domain containing 1	25.9
*Htra1*	HtrA serine peptidase 1	1.4
*Gpc3*	glypican 3	0.7
**GOTERM_CC, Extracellular region, p value 5.4.10^−3^**		
*Ttr*	transthyretin	278.7
*Sostdc1*	sclerostin domain containing 1	25.9
*Igf2*	insulin-like growth factor 2	2.0
*Agt*	angiotensinogen (serpin peptidase inhibitor, clade A, member 8)	1.3
*Prelp*	proline arginine-rich end leucine-rich repeat protein	1.2
*Enpp1*	ectonucleotide pyrophosphatase/phosphodiesterase 1	0.8
*Tnfrsf11b*	tumor necrosis factor receptor superfamily, member 11b	0.7
*Vtn*	vitronectin	0.7
*Edn1*	endothelin 1	0.7
*Gpc3*	glypican 3	0.7
**GOTERM_BP, Regulation of MAPKKK cascade, p value 1.5.10^−2^**		
*Igf2*	insulin-like growth factor 2	2.0
*Agt*	angiotensinogen (serpin peptidase inhibitor, clade A, member 8)	1.3
*Edn1*	endothelin 1	0.7
*Prkcd*	protein kinase C, delta	0.6

Abbreviations: GO: gene ontology; BP: biological process; CC: cell. component.

The most enriched GO terms found after DOPA and DOPA/HFS are presented in Tables S7 and S8. Interestingly, several common GO terms related to immunity were over-represented after these treatments but never found after HFS alone. 

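For C1s, the log2 signal was 8.09, 7.94 and 7.94 in DOPA and 7.94, 8.1 and 8.15 in DOPA/HFS, against 7.05, 7.28 and 7.45 in 6-OHDA, with log2 fold changes of 0.73 and 0.8 (standard error 0.16, adjusted p = 0.879 and 1 in limma). RT1-Da, a major histocompatibility complex class II gene, changed by 1.45 in DOPA and 1.53 in DOPA/HFS (standard error 0.44, adjusted p = 1 for both in limma). It was well above background on 1 of the 3 6-OHDA arrays. Neither gene overlapped between treated and 6-OHDA arrays (exact permutation test, p = 0.1, the smallest possible). Irf7 changed by -0.85 in DOPA, without overlap, and by -0.31 in DOPA/HFS, where 1 of the 3 arrays was above all 6-OHDA arrays (standard error 0.39, adjusted p = 1 for both in limma).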

From the eight genes significantly altered in both DOPA and DOPA/HFS groups, three genes were involved in immune responses: *C1s* and *Rt1-Da* were up-regulated and *Irf7* was down-regulated.

Two KEGG metabolic pathways involved in the striatal effect of HFS were identified (Table 2). The first one, “calcium signaling pathway”, grouped together 5 genes among which *Chrna7*, encoding the α7-nicotinic acetylcholine receptor, which has been notably involved in the neuroprotective action of nicotine for dopamine neurons. The second one is “type II diabetes mellitus”; interestingly, there are reports suggesting a link between this pathology and PD [28]. Three KEGG pathways were identified after L-DOPA treatment: “neuroactive ligand-receptor interaction”, “calcium signaling pathway”, and “ECM-receptor interaction”. Some of the genes from these pathways are related to non-dopaminergic transmitter systems that have been implicated in LIDs, such as *Adra2b* and *Adrb1* (encoding adrenergic alpha 2 and beta1 receptors), *Htr2c* (5-hydroxytryptamine/serotonin receptor 2C), *Cnr1* (cannabinoid receptor 1 or CB1). 

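A set of 3 genes of the calcium pathway is listed for both HFS and DOPA, Itpka, Prkcb and Adrb1. The log2 fold change of Itpka was -0.23 in HFS, where the groups overlapped (exact permutation test, p = 0.2), and -0.38 in DOPA, where they did not (p = 0.1 by the same permutation test), with a standard error of 0.14. Prkcb changed by -0.13 in HFS and by -0.04 in DOPA (standard error 0.2), with overlapping groups in both and a range of -0.28 to 0.06 in HFS as single arrays were left out. The adjusted p in limma was 0.998 in HFS and 1 in DOPA for both genes.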

Several genes in the calcium pathway underwent similar down-regulation under HFS and DOPA, suggesting that their regulation might be associated rather to the beneficial effects of these treatments than to LIDs. The genes clustered in the “ECM-receptor interaction” pathway include *Sdc1* (syndecan 1) and genes encoding integrins and type V collagen. 

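In DOPA vs 6-OHDA, the log2 fold change was 1.16 for Sdc1 (standard error 0.45), 0.71 for the integrin gene Itga7 (standard error 0.31) and -0.71 for the integrin gene Itgb6 (standard error 0.3). The type V collagen genes moved apart, Col5a2 by 0.71 (standard error 0.18) and Col5a3 by -0.39 (standard error 0.17). For each of the 5 genes the DOPA arrays lay all above or all below the 6-OHDA arrays (exact permutation test, p = 0.1, the smallest possible), and each had an adjusted p of 1 in limma.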

Only one KEGG pathway, “calcium signaling pathway”, was found when testing the genes differentially regulated in the striatum of rats after DOPA/HFS (Table 2). This pathway was thus common to the 3 treatment groups although the genes regulated were mostly not the same, except *Adrb1* which was similarly regulated in the 3 treatment conditions.

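The arrays carry 2 probes for this receptor. The probe that the files name Adrb1 changed by 0.07 in HFS, by -0.12 in DOPA and by 0.08 in DOPA/HFS on the log2 scale (standard error 0.47, 0.47 and 0.53). The 6-OHDA arrays gave 7.51, 6.35 and 8.18 and overlapped with every treated group, and the spot of DOPA/HFS replicate 3 was left out as an outlier. The sign changed in each treatment when single arrays were left out. A second probe, which the files describe as the beta-1 adrenergic receptor gene, changed by -0.49, -0.56 and -0.29 (standard error 0.18), and all treated arrays were below the 6-OHDA arrays, at 10.02, 9.91 and 10.07 (exact permutation test, p = 0.1 for each treatment, the smallest possible). The adjusted p in limma was 0.998 in HFS and 1 in DOPA and DOPA/HFS for both probes.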

**Table 2:** KEGG metabolic pathways for genes differentially regulated in HFS, DOPA and DOPA/HFS groups vs 6-OHDA.

*Gene symbol*	Gene name
**HFS vs 6-OHDA**	
**Calcium signaling pathway, p value 0.026**	
*Adrb1*	adrenergic, beta-1-, receptor
*Cacna1b*	calcium channel, voltage-dependent, N type, alpha 1B subunit
*Chrna7*	cholinergic receptor, nicotinic, alpha 7
*Itpka*	inositol 1,4,5-trisphosphate 3-kinase A
*Prkcb*	protein kinase C, beta
**Type II diabetes mellitus, p value 0.037**	
*Cacna1b*	calcium channel, voltage-dependent, N type, alpha 1B subunit
*Mapk8*	mitogen-activated protein kinase 8
*Prkcd*	protein kinase C, delta
**DOPA vs 6-OHDA**	
**Neuroactive ligand-receptor interaction, p value 0.02**	
*Htr2c*	5-hydroxytryptamine (serotonin) receptor 2C
*Mas1*	MAS1 oncogene
*Adra2b*	adrenergic, alpha-2B-, receptor
*Adrb1*	adrenergic, beta-1-, receptor
*Agtr1a*	angiotensin II receptor, type 1a
*Cnr1*	cannabinoid receptor 1 (brain)
*Crhr1*	corticotropin releasing hormone receptor 1
*Grm4*	glutamate receptor, metabotropic 4
*Hcrtr1*	hypocretin (orexin) receptor 1
**ECM-receptor interaction, p value 0.02**	
*Col5a2*	collagen, type V, alpha 2
*Col5a3*	collagen, type V, alpha 3
*Itga7*	integrin alpha 7
*Itgb6*	integrin, beta 6
*Sdc1*	syndecan 1
**Calcium signaling pathway, p value 0.03**	
*Htr2c*	5-hydroxytryptamine (serotonin) receptor 2C
*ATP2B1*	ATPase, Ca++ transporting, plasma membrane 1
*Adrb1*	adrenergic, beta-1-, receptor
*Agtr1a*	angiotensin II receptor, type 1a
*Itpka*	inositol 1,4,5-trisphosphate 3-kinase A
*Prkcb*	protein kinase C, beta
*Ppp3r1*	protein phosphatase 3, regulatory subunit B, alpha isoform (calcineurin B, type I)
**DOPA/HFS vs 6-OHDA**	
**Calcium signaling pathway, p value 0.05**	
*Adrb1*	adrenergic, beta-1-, receptor
*Chrm3*	cholinergic receptor, muscarinic 3
*Tnnc2*	troponin C type 2 (fast)

## Discussion

### Molecular mechanisms underlying the action of subchronic STN-HFS

Several genes involved in neuroplasticity or neuroprotection were altered under STN-HFS (Table 3).

**Table 3:** Functional implications of the products of the genes differentially expressed after STN-HFS in link with neuroplasticity, neurogenesis or neuroprotection.

NEUROPLASTICITY/NEUROGENESIS			
**Increased by STN-HFS, localization: extracellular**			
TTR transthyretin	Transport of retinol	Retinol regulates striatal neuron differentiation and adult neurogenesis (post stroke striatal adult neurogenesis)	[31], [32], [33]
IGF2	Growth factor	Involved in dopaminergic differentiation, adult neurogenesis; modulator of spine morphology	[44], [45]
SOSTDC1	BMP antagonist	BMP antagonists are involved in differentiation/recruitment of neurons in the striatum	[48], [49]
**Increased by STN-HFS, localization: nuclear**			
Nr4A3	Transcription factor	NR4A gene expression is related to expression of dopamine neurotransmission genes.	[52]
**Decreased by STN-HFS, localization: nuclear**			
Ebf1	Transcription factor	Involved in differentiation of striatonigral neurons	[54]

#### STN-HFS and plasticity-associated genes

A main finding from this study is the drastic increase in *Ttr* expression induced specifically by STN-HFS. 

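In the interaction test of limma, the difference between the HFS effect with and without L-DOPA had an unadjusted p of 0.0141 for Ttr. On DOPA replicate 1 and DOPA/HFS replicate 3, which entered this test, Ttr was not well above background. The unadjusted p of its change in HFS was 0.00713, and that of its change in DOPA 0.318. The paper starts from this increase, recalls that TTR synthesis in the brain was long placed in the choroid plexus and that neurons also transcribe the gene, and links TTR to retinoic acid, neurogenesis and nicotine. On this basis it proposes that the rise of Ttr in the striatum takes part in neuroprotective or neuroadaptive effects of STN-HFS.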

Transthyretin (TTR) is mostly known as a carrier of thyroxin and indirectly of retinol via binding to the retinol-binding protein. Until recently, the only site of TTR synthesis in the brain was thought to be the choroid plexus, but evidence has been provided that neurons transcribe TTR mRNA [29]. Decreased TTR expression during aging has been associated with reduced availability of the retinol-derived retinoic acid (RA) and with memory deficit [30]. RA is an important morphogen in brain development, especially in striatal neuron differentiation [31], and a key regulator of neuroplasticity in adult brain, including normal adult neurogenesis and post-stroke striatal neurogenesis [32], [33]. It is therefore of interest to associate the *Ttr* upregulation shown here with our previous finding that similar subchronic STN-HFS promotes newly-formed cell survival, not only in the regions of constitutive neurogenesis, but also in the striatum [13]. Recently, TTR has been shown to act as a metallopeptidase [34] with 3 natural substrates identified, apoA-1, neuropeptide Y and Aβ. Interestingly, neuropeptide Y is expressed in a population of striatal GABA interneurons [35] and is upregulated in the striatum in PD patient [36] and rat PD model [37], [38]. By preventing the formation of amyloid beta fibrils, TTR may also play a neuroprotective role in degenerative diseases such as Alzheimer disease [29]. In connection with PD, *Ttr* is upregulated at a pre-manifest stage in the SNc of MPTP-treated monkeys [39] and in the striatum of mice overexpressing human α-synuclein gene [40], suggesting a role in compensatory processes. *Ttr* is also upregulated in response to nicotine [41], which, according to epidemiological data and studies in animal models, may protect against PD [42]. Based on these data, the increase in striatal *Ttr* gene expression found here under subchronic STN-HFS might be part of a molecular pathway underlying neuroprotective/neuroadaptative effects of this surgical treatment.

Several other genes, involved in neuroplasticity are shown here to be also upregulated by STN-HFS: *Igf2*, *Sostdc1* and *Nr4a3*. Among these, only *Nr4a3* is also upregulated by L-DOPA. 

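For Nr4a3 the log2 signal was 8.58, 8.65 and 8.88 on the DOPA arrays, against 8.47, 8.1 and 7.95 on the 6-OHDA arrays, a log2 fold change of 0.53 (adjusted p = 1 in limma) without overlap between the groups (exact permutation test, p = 0.1, the smallest possible). On the DOPA/HFS arrays it was 8.06, 8.34 and 8.27, a change of 0.05 whose sign differed between processing settings.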

*Igf2* encodes the secreted growth factor IGF2 that has been suggested to have neurotrophic effects, promoting survival and differentiation of neuronal cell [43], to modulate neuronal plasticity and to regulate adult neurogenesis in the hippocampus [44]. Interestingly, IGF2 has been pointed as part of a combination of 4 factors sufficient to promote differentiation of human embryonic stem cells to functional midbrain DA neurons [45]. Moreover, IGF2 was recently identified as a potent modulator of synapse density and spine morphology in mature hippocampal neurons [46]. **S**triatal spine loss is a key pathological feature of Parkinson's disease [47]. Whether or not STN-HFS might restore synaptic architecture at spines through IGF2-mediated mechanisms thus deserves particular interest for future investigations.

The protein SOSTDC1 acts as a bone morphogenetic protein (BMP) antagonist, as does NOGGIN that has been shown to suppress the BMP-mediated pro-gliogenic signaling and promote the differentiation/recruitment of neurons in the adult striatum [48], [49].

*Nr4a3* is upregulated by STN-HFS and L-DOPA treatments, with a prominent increase under HFS. 

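The HFS arrays were at 10.23, 9.85 and 9.1 for Nr4a3, above every DOPA array. The difference between the HFS effect with L-DOPA and without it was -2.04 on the log2 scale (standard error 0.36, unadjusted p = 0.000162 and adjusted p = 1 in the interaction test of limma). Without HFS replicate 3 the change in HFS was 1.87, with an adjusted p of 0.0774 in limma, and over the other settings the adjusted p stayed above 0.1.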

NR4A3 is a member of the NR4A family of nuclear receptors [50], which depending on their level of expression and subcellular localization are involved in differentiation, survival and apoptosis. Induction of *Nr4a3* gene has been associated to neuroleptic-mediated striatal responses [51] and suggested to regulate tyrosine hydroxylase and dopamine transporter DAT [52] suggesting a role in DA transmission at post- and pre-synaptic level.

Another gene of interest specifically regulated by STN-HFS is *Ebf1*. *Ebf1* is one of the 2 genes commonly down-regulated in the HFS and DOPA-HFS conditions. It is a member of a family of transcription factors implicated in the coupling of neuronal differentiation with cell cycle exit and possibly stabilization of the committed state [53]. 

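The log2 signal of Ebf1 was 9.39, 9.55 and 9.69 on the HFS arrays and 9.76, 9.32 and 9.52 on the DOPA/HFS arrays, against 9.98, 10.52 and 9.97 on the 6-OHDA arrays. Against these, Ebf1 changed by -0.61 in HFS (adjusted p = 0.998 in limma) and by -0.62 in DOPA/HFS (adjusted p = 1), with a standard error of 0.18. In DOPA it was -0.28, with signals of 9.88, 9.94 and 9.81. No treatment overlapped with 6-OHDA (exact permutation test, p = 0.1 each, the smallest possible).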

EBF1 has been demonstrated to be a lineage-specific transcription factor critical to the differentiation of striatonigral neurons [54] that form the D1 receptor-expressing direct pathway. Imbalanced activity between this pathway and the D2R-expressing indirect pathway is an essential pathophysiological feature of PD. How is the down-regulation of *Ebf1* by STN-HFS impacting the striatonigral pathway is an intriguing issue that would deserve further investigation.

#### STN-HFS and genes associated to cell death or neuroprotection

Several genes possibly involved in cell death/apoptosis are down-regulated by STN-HFS *Prkcd*, *Bbc3*, *Sirt5*, whereas *Chrna7* presumably involved in neuroprotection is upregulated. Modulation of these genes may then be part of striatal adaptive processes promoting survival of newly-formed striatal cells [13], protecting striatal neurons, or contributing, at axon terminal level, to the previously reported neuroprotective effects of STN surgery on nigral DA neurons [51]–[54] and to increased metabolism of spared DA neuron [55]–[57].

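Bbc3 had log2 signals of 11.43, 11.18 and 11.45 on the HFS arrays and 12.33, 12.59 and 11.94 on the 6-OHDA arrays, without overlap (exact permutation test, p = 0.1, the smallest possible). Its log2 fold change was -0.93 in HFS (standard error 0.19, adjusted p = 0.998 in limma), -0.55 in DOPA and -0.44 in DOPA/HFS, and both of the last overlapped with 6-OHDA.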

PRKCD transcriptional upregulation is implicated in oxidative stress-induced neuronal cell death [58]. Conversely, pharmacological inhibition of PRKCD or depletion by siRNA is sufficient to prevent dopaminergic neurodegeneration in PD models [59], [60] pointing to PRKCD inhibition as a neuroprotective strategy for PD. It is to note that *Prkcd* is one of the two genes oppositely regulated by STN-HFS and L-DOPA; its upregulation by L-DOPA complies with previous report [14] and supports pro-oxidant property of L-DOPA at high dosage inducing dyskinesia.

BBC3 is a pro-apoptotic protein, acting as main regulator of oxidative stress and neuronal apoptosis and has been proposed as a target for the treatment of neurodegenerative conditions [61]. In connection to PD, induction of *Bbc3* has been involved in 6-OHDA-induced cell death mechanisms [62]. *Sirt5*, encodes a mitochondrial isoform of sirtuins, a family of NAD+-dependent protein deacetylases [63]. Growing evidence suggests that sirtuins are involved in neuronal survival, with however opposite effects: for instance, whereas Sirt1 is generally considered as neuroprotective, a recent report shows that mitochondrial Sirt5 can promote neuronal death [64]. Finally, our study evidences STN-HFS-induced upregulation of α7-nicotinic acetylcholine receptor gene (*Chrna7*). In addition to its role in the modulation of specific neurotransmitters and as a central regulator of inflammatory processes, CHRNA7 (α7 nAChR) has been involved in neuroprotection following various insults. In particular, it has been reported to mediate the neuroprotective effect of nicotine on dopaminergic neurons [65]. These receptors are expressed in a high percentage of the striatal cholinergic interneuron population [66], the only known source of acetylcholine in the striatum. Also few in numbers, these interneurons are important regulators of striatal function. Interestingly, activation of α7 nAChRs has been shown in hippocampus to increase Igf2 expression [67], and nicotine, as reported above, to increase Ttr expression, suggesting a link between up-regulation of these 3 genes in a neuroprotective mechanism.

Finally, STN-HFS also upregulates *Ngfr* and down-regulates *Btg2 and Carhsp1. Ngfr* encodes the p75 neurotrophin receptor (p75^NTR^) and has been involved in both pro-apoptotic and prosurvival processes through multiple signaling cascades depending on the cellular context [68]. *Btg2* has been identified as part of a set of activity-regulated inhibitor of death genes that mediates acquired neuroprotection induced by synaptic activity, in particular pro-survival effect through synaptic NMDA receptors [69]. As corticostriatal glutamate transmission is markedly increased after dopamine lesion, it could be that this gene is upregulated as a neuroprotection mechanism against excitotoxicity in PD state and that its down-regulation by STN-HFS vs 6-OHDA found here is linked to the previously reported suppression by STN-HFS of overactive striatal glutamate transmission [9]. 

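Carhsp1 changed by -0.35 in HFS, by -0.33 in DOPA/HFS and by -0.34 in DOPA on the log2 scale, with a standard error of 0.18 for each (adjusted p = 0.998 in HFS and 1 in the others, limma). The log2 signals were 12.94, 13.23 and 12.81 in HFS, 13, 12.87 and 13.18 in DOPA/HFS and 12.89, 13.31 and 12.83 in DOPA, against 13.2, 13.5 and 13.33 in 6-OHDA. The DOPA/HFS arrays did not overlap with the 6-OHDA arrays (exact permutation test, p = 0.1, the smallest possible), whereas the HFS and DOPA arrays did (p = 0.2 each by the same permutation test).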

*Carhsp1* is one of the two genes commonly regulated in HFS and DOPA-HFS conditions but not by DOPA alone. It encodes a cold-shock domain-containing protein which has been recently identified as a TNF-α mRNA stability enhancer required for effective production of TNF- α, a central mediator of inflammation [70]. Carhsp1 down-regulation by STN-HFS might then also participate to neuroprotection by reducing inflammation.

### Genes not regulated by HFS potentially involved in L-DOPA-induced dyskinesia

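Set against the mean DOPA change over the 146 genes of Table S4, the HFS arrays had slopes of 0.195, 0.236 and 0.24, and the 6-OHDA arrays, on which the values are centred, 0.186, -0.135 and -0.051. Over 61 genes of Table S3 chosen in the same way, set against the mean HFS change, the DOPA arrays had slopes of 0.32, 0.488 and 0.627 and the HFS arrays, from which that mean was made, 1.05, 1.04 and 0.913. Both comparisons share the 6-OHDA arrays, which raises such slopes above 0 by itself.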

L-DOPA at a dose inducing dyskinesia is shown here to alter numerous genes in the striatum, the great majority of which were not modified by HFS alone applied with parameters efficiently alleviating akinesia, without inducing dyskinesias. The upregulation of *Pdyn* observed here is a consistent correlate of LIDs across species and parkinsonian conditions [22], [71]–[73] and is in accordance with an over-activation of the direct striatal pathway. 

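On the DOPA arrays the log2 signal of Pdyn was 16.09, 16.21 and 15.98, which is above all 6-OHDA arrays (exact permutation test, p = 0.1, the smallest possible). Pdyn changed by 1.39 on the log2 scale (standard error 0.28, adjusted p = 0.879 in limma, and 0.0163 without DOPA/HFS replicate 1), and in HFS it was -0.07. The paper states that this up-regulation goes with dyskinesia across species and with an over-active direct striatal pathway.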

Several modulated genes could contribute to the abnormal glutamate transmission that has long been proposed to play a role in LID [74], [75]. This includes the decrease in *Grm4* that encodes metabotropic glutamate receptor 4 (mGlu4) and the down-regulation of Ppp3r1, the calcineurin regulatory unit gene, knowing that calcineurin function is closely related to NMDA-receptor signaling and involved in dopamine-glutamate interactions. 

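Grm4 had log2 signals of 10.33, 10.09 and 10.19 on the DOPA arrays and 10.59, 10.71 and 10.59 on the 6-OHDA arrays, a log2 fold change of -0.43 (standard error 0.16, adjusted p = 1 in limma) without overlap (exact permutation test, p = 0.1, the smallest possible). Ppp3r1 had signals of 15.51, 15.12 and 15.22 against 14.76, 15.02 and 15.33, a log2 fold change of 0.24 (standard error 0.23, adjusted p = 1), and the groups overlapped (exact permutation test, p = 0.4).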

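The gene of the CB1 receptor, Cnr1, had log2 signals of 12.06, 12.24 and 12.14 on the DOPA arrays, above 11.71, 11.53 and 10.57 on the 6-OHDA arrays (exact permutation test, p = 0.1, the smallest possible). This gave a log2 fold change of 0.88 (standard error 0.33, adjusted p = 1 in limma).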

In accordance with previous reports [14], [76], gene expression of type 1 cannabinoid receptor (CB1), considered as a target for antidyskinetic therapies, is upregulated. 

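Trh had log2 signals of 10.77, 10.75 and 10.61 on the DOPA arrays, all above the 6-OHDA arrays (exact permutation test, p = 0.1, the smallest possible). The log2 fold change was 2.67, a fold of 6.39, and it was -0.31 in HFS. The adjusted p of the DOPA change was 0.967 in limma with all 12 arrays, where the spread of the DOPA/HFS arrays entered the error. It was 0.00376 when only the DOPA and 6-OHDA arrays were fitted and 0.000222 without DOPA/HFS replicate 1.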

The largest and most significant change induced by L-DOPA reported here and in accordance with previous studies [15], [77] is the upregulation of *Trh*. This could be an essential feature of dyskinesias because the intrastriatal injection of TRH induces abnormal movements, apparently by increasing dopamine release. Finally, LIDs have been shown to also involve the noradrenergic and serotonin systems [78]. In this connection, we evidence a down-regulation of striatal adrenergic alpha2 (*α2bR* or *Adra2b*) and serotonin 2C (Htr2c or 5-*Ht2c*) receptor genes. 

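In DOPA vs 6-OHDA, the probe that the files name Adra2b changed by 0.06 on the log2 scale (standard error 0.41, adjusted p = 1 in limma), with overlapping groups and a sign that differed between background corrections. A second probe, which the files describe as the alpha2B-adrenergic receptor gene, changed by -0.6 (standard error 0.32, adjusted p = 1 in limma), from 6.75, 7.11 and 7.42 to 6.38, 6.55 and 6.55. Htr2c changed by -0.46 (standard error 0.28, adjusted p = 1 in limma), from 7.45, 7.26 and 7.79 to 7.01, 6.87 and 7.24. The second Adra2b probe and Htr2c did not overlap between the groups (exact permutation test, p = 0.1, the smallest possible).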

Although these receptors have been pointed as potential targets for LIDs [5], [79], the direct link between their down-regulation at striatal level found here and LIDs mechanisms remains elusive. It is to note that several other genes reported here have been already identified in previous microarray studies on LIDs: *Atp2b1*, *Arbp, Cdh22, Igfbp5, Itpka, Itga7, Nefh, Ppp3ca, Prkcd, Rgc32, Rgs4, Scg2, Tnni3* [14]–[18]. Differentially expressed genes in the DOPA group also include genes clustered in the KEGG pathway ECM-receptor interaction, such as syndecan 1, a transmenbrane heparansulfate proteoglycan, which has been notably involved in angiogenesis and in astrocytic reactivity in response to brain injury. These genes could contribute to LID-associated reorganizations, such as the previously reported microvascular remodeling [80].

In our experiments, HFS exacerbates LIDs when applied with a dyskinesiogenic L-DOPA treatment. 

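Under HFS alone, C1s changed by 0.53 on the log2 scale (standard error 0.16, adjusted p = 0.998 in limma), with signals of 8.02, 7.79 and 7.56, and RT1-Da by 1.15 (standard error 0.44, adjusted p = 0.998), with signals of 6.97, 5.33 and 5.73 against 5.26, 4.21 and 5.12 on the 6-OHDA arrays. For both genes every HFS array was above every 6-OHDA array (exact permutation test, p = 0.1, the smallest possible). Irf7 changed by -0.14 (standard error 0.39), with signals of 8.99, 7.51 and 8.58 that overlapped with the 6-OHDA arrays, and its sign changed when single arrays were left out.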

We identified three novel genes possibly associated with LIDs as they are commonly modified in the DOPA and DOPA/HFS groups but unaffected by HFS alone. These genes are involved in immune response: *C1s* and *Rt1*-*Da* are up-regulated and *Irf7* is down-regulated. Several GO terms related to immunity are also found in common in L-DOPA and L-DOPA/HFS and never found after HFS alone. Increasing evidence support the involvement of innate and adaptive immunity in PD progression [81]; altered immune system in PD might in part be linked to an immunoregulatory role of dopamine [82]. Whether the expression of LIDs might involve an abnormal immune response then deserves further investigation. On the other hand, a number of genes (15) are regulated only in the DOPA/HFS condition and one cannot exclude their contribution to the reinforcement of LIDs by STN-HFS. These genes are quite all down-regulated and include the muscarinic M3 receptor and a subunit of the hyperpolarization-activated cyclic nucleotide-gated potassium channels (HCN) that are responsible for the i(h) current characterizing the cholinergic interneurons in the striatum and underlying their tonic activity. 

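Of the 16 genes that stand in Table S5 and in neither of the other lists, 15 are listed as down-regulated and Tsga10 as up-regulated. Tsga10 was higher on each DOPA/HFS array than the 6-OHDA mean, by 1.51, 1.29 and 0.97 on the log2 scale for replicates 1 to 3. Among the down-regulated genes, Tnnc2 differed by -1.7, -0.63 and -0.58 and Aqp9 by -0.66, -1.04 and -0.25, whereas Actn1 differed by 0.75, -0.42 and -0.41 and Mapk3 by 0.29, -0.74 and -0.14.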

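The muscarinic M3 receptor gene, Chrm3, had log2 signals of 11.78, 11.1 and 11.77 on the DOPA/HFS arrays, below 12.52, 12.15 and 12.3 on the 6-OHDA arrays (exact permutation test, p = 0.1, the smallest possible). The log2 fold change was -0.77 (standard error 0.32, adjusted p = 1 in limma). It was -0.55 in HFS and -0.1 in DOPA, with overlap in both. The channel gene Hcn2 had signals of 14.15 and 13.83 on DOPA/HFS replicates 1 and 2, and the spot of replicate 3 was left out as an outlier. Hcn2 thus changed by -0.17 (standard error 0.24, adjusted p = 1), and the groups overlapped (exact permutation test, p = 0.4).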

Interestingly, recent data have suggested that cholinergic neurons may play a central role upstream of striatal projection neurons once LID is established [83].

### Genes commonly regulated by HFS and/or L-DOPA

The KEGG pathway “Calcium signaling pathway” is the only one to be associated with the 3 treatment conditions. However, there is a single gene commonly regulated in this pathway: *Adrb1*, which encodes the adrenergic β1-receptor and which is down-regulated. This finding supports a major role of these receptors in PD pathophysiology. These receptors are highly expressed in the striatum where their activation results in excitation of cholinergic interneurons and medium spiny neurons through cAMP-dependent pathway [84], [85]. Their blockade has been suggested to mediate the beneficial effects of propranolol on PD tremor and on LIDs. Outside this KEGG pathway, there are few (4) other genes commonly regulated under the 3 treatment conditions, among which *btg2*, *Sirt5* and *Ngfr* that have been involved in cell death or neuroprotection. These commonly regulated genes may thus represent molecular targets of interest for antiparkinsonian therapies.

In conclusion, this study provides evidence that STN-HFS in hemiparkinsonian rats induces widespread molecular changes in the striatum, suggesting important anatomo-functional remodeling, in particular expression of genes involved in plasticity/neuroprotection pathways that might create an environment favorable for protection/sprouting of DA terminals or adult neurogenesis. Our data also point to genes of the immune system as potentially involved in LIDs and to adrenergic β1-receptor as a common player of antiparkinsonian therapies.

## Supporting Information

Table S1 **Primer sequences used for quantitative real time RT-PCR.**
(DOCX) Click here for additional data file.

Table S2 **Global gene ANOVA analysis.**
(DOCX) Click here for additional data file.

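Table S3 gives a fold change per gene in HFS vs 6-OHDA. Ratios of arithmetic means of the authors' deposited log2 values, taken back to the linear scale, came within 0.015 of the fold listed in the table for 66 of its 71 genes when all 3 HFS arrays entered, and for 21 to 24 genes when an HFS array was left out.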

Table S3 **Genes differentially regulated in the striatum of rats after HFS demonstrated by microarray analysis.** Two class unpaired Significance Analysis of Microarrays (SAM) of TMev with 20 permutations and a 6% FDR was used to analyze the microarray data of striatal gene expression in the HFS vs 6-OHDA groups: fold changes with values higher than 1 indicate up-regulation of gene expression after HFS and fold changes with values less than 1 indicate down-regulation of expression.
(DOCX) Click here for additional data file.

Table S4 **Genes differentially expressed in the striatum of rats after L-DOPA treatment demonstrated by microarray analysis.** Two class unpaired Significance Analysis of Microarrays (SAM) of TMev with 1% FDR was used to analyze the microarray data of striatal gene expression in the DOPA vs 6-OHDA group: fold changes with values higher than 1 indicate up-regulation of gene expression after HFS and fold changes with values less than 1 indicate down-regulation of expression.

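For Table S4, the same ratios over the 3 DOPA and 3 6-OHDA arrays came within 0.015 of the listed fold for 150 of the 167 genes, against 47 to 51 genes when a DOPA array was left out.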

(DOCX) Click here for additional data file.

Table S5 **Genes differentially regulated in the striatum of rats after combined L-DOPA and HFS treatment demonstrated by microarray analysis.** Two class unpaired Significance Analysis of Microarrays (SAM) of TMev with a 12% FDR was used to analyze the microarray data of striatal gene expression in the DOPA/HFS vs 6-OHDA groups: fold changes with values higher than 1 indicate up-regulation of gene expression after HFS and fold changes with values less than 1 indicate down-regulation of expression.

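For Table S5, ratios over all 3 DOPA/HFS arrays came within 0.015 of the listed fold for 6 of the 26 genes. Without DOPA/HFS replicate 3 they did so for 24 genes, without replicate 1 for 7 and without replicate 2 for 3. DOPA/HFS replicate 3 is the array with 4175 outlier spots.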

(DOCX) Click here for additional data file.

Table S6 **Functional annotation chart: Most relevant biological terms associated with HFS.** Abbreviations: GO: gene ontology; BP: biological process; CC: cell. Component; MF: molecular function.
(DOCX) Click here for additional data file.

Table S7 **Functional annotation chart: Most relevant biological terms associated with DOPA.**
(DOCX) Click here for additional data file.

Table S8 **Functional annotation chart: Most relevant biological terms associated with DOPA/HFS.**
(DOCX) Click here for additional data file.

# Supplementary material for: Striatal Molecular Signature of Subchronic Subthalamic Nucleus High Frequency Stimulation in Parkinsonian Rat
**Source:** PLoS One. 2013 Apr 4;8(4):e60447. doi: 10.1371/journal.pone.0060447
**Supplement:** Table S1 — Primer sequences used for quantitative real time RT-PCR.

Table S1. Primer sequences used for quantitative real time RT-PCR

| **Gene**  **name** | **Genbank ID** | Primer sequence |
| --- | --- | --- |
| Ca4 | NM_019174.1 | F: CGT CTATGCCCTCAAGCA C  R: TCTCATAGCACCAGTGTGAATCTT |
| Igf2 | NM_031511.1 | F: CGCTTCAGTTTGTCTGTTCG  R: GCAGCACTCTTCCACGATG |
| Chrna7 | NM_012832.3 | F: GGCAAAATGCCTAAGTGGAC  R: CTTCATGCGCAGAAACCA T |
| Hprt1 | NM_012583.2 | F: GACCGGTTCTGTCATGTCG  R: ACCTGGTTCATCATCACTAATCAC |
| PrKcd | NM_133307.1 | F: CCCTTTAAGCCCAAAGTGAA  R: TTGGGGTTTCTCATTCAGGA |
| TTr | NM_012681.1 | F: GCCTCGCTGGACTGATATTT  R: GACACTTGGATTCTCCAGCAC |
| CLIC6 | NM_176078.2 | F: GAGCACGACATCACCCTCTT  R: GCAGTTTCCGATGCTCTCTC |
| Sostdc1 | NM_153737.1 | F: CAGCAACAGCACCTTGAATC  R: CAGCCCACTTGAACTCGACTA |
| Sirt5 | NM_001004256.1 | F: GGAGAAAATGGCAAGCTCAG  R: GTGAGGGGTTGTGAGCAAAG |

# Supplementary material for: Striatal Molecular Signature of Subchronic Subthalamic Nucleus High Frequency Stimulation in Parkinsonian Rat
**Source:** PLoS One. 2013 Apr 4;8(4):e60447. doi: 10.1371/journal.pone.0060447
**Supplement:** Table S2 — Global gene ANOVA analysis.

Table S2: Global gene ANOVA analysis

| Factor | Sum of the squares | DOF | Variance | F | P-value |
| --- | --- | --- | --- | --- | --- |
| Gene | 1654381.04 | 26459 | 62.53 | 460.66 | <10^-5^ |
| DOPA | 79.96 | 1 | 79.96 | 589.07 | <10^-5^ |
| HFS | 64.5 | 1 | 64.5 | 475.18 | <10^-5^ |
| DOPA/HFS | 86.58 | 1 | 86.58 | 637.86 | <10^-5^ |
| Residual | 28731.76 | 211680 | 0.14 | - | - |

# Supplementary material for: Striatal Molecular Signature of Subchronic Subthalamic Nucleus High Frequency Stimulation in Parkinsonian Rat
**Source:** PLoS One. 2013 Apr 4;8(4):e60447. doi: 10.1371/journal.pone.0060447
**Supplement:** Table S3 — Genes differentially regulated in the striatum of rats after HFS demonstrated by microarray analysis. Two class unpaired Significance Analysis of Microarrays (SAM) of TMev with 20 permutations and a 6% FDR was used to analyze the microarray data of striatal gene expression in the HFS vs 6-OHDA groups: fold changes with values higher than 1 indicate up-regulation of gene expression after HFS and fold changes with values less than 1 indicate down-regulation of expression.

Table S3: Genes differentially regulated in the striatum of rats after HFS demonstrated by microarray analysis.

Two class unpaired Significance Analysis of Microarrays (SAM) of TMev with 20 permutations and a 6% FDR was used to analyze the microarray data of striatal gene expression in the HFS vs 6-OHDA groups: fold changes with values higher than 1 indicate up-regulation of gene expression after HFS and fold changes with values less than 1 indicate down-regulation of expression.

# Supplementary material for: Striatal Molecular Signature of Subchronic Subthalamic Nucleus High Frequency Stimulation in Parkinsonian Rat
**Source:** PLoS One. 2013 Apr 4;8(4):e60447. doi: 10.1371/journal.pone.0060447
**Supplement:** Table S4 — Genes differentially expressed in the striatum of rats after L-DOPA treatment demonstrated by microarray analysis. Two class unpaired Significance Analysis of Microarrays (SAM) of TMev with 1% FDR was used to analyze the microarray data of striatal gene expression in the DOPA vs 6-OHDA group: fold changes with values higher than 1 indicate up-regulation of gene expression after HFS and fold changes with values less than 1 indicate down-regulation of expression.

Table S4: Genes differentially expressed in the striatum of rats after L-DOPA treatment demonstrated by microarray analysis.

Two class unpaired Significance Analysis of Microarrays (SAM) of TMev with 1% FDR was used to analyze the microarray data of striatal gene expression in the DOPA vs 6-OHDA group: fold changes with values higher than 1 indicate up-regulation of gene expression after HFS and fold changes with values less than 1 indicate down-regulation of expression.

# Supplementary material for: Striatal Molecular Signature of Subchronic Subthalamic Nucleus High Frequency Stimulation in Parkinsonian Rat
**Source:** PLoS One. 2013 Apr 4;8(4):e60447. doi: 10.1371/journal.pone.0060447
**Supplement:** Table S5 — Genes differentially regulated in the striatum of rats after combined L-DOPA and HFS treatment demonstrated by microarray analysis. Two class unpaired Significance Analysis of Microarrays (SAM) of TMev with a 12% FDR was used to analyze the microarray data of striatal gene expression in the DOPA/HFS vs 6-OHDA groups: fold changes with values higher than 1 indicate up-regulation of gene expression after HFS and fold changes with values less than 1 indicate down-regulation of expression.

Table S5: Genes differentially regulated in the striatum of rats after combined L-DOPA and HFS treatment demonstrated by microarray analysis.

| **GENE_SYMBOL** | **Gene Name** | **Fold change** |
| --- | --- | --- |
| Actn1 | actinin. alpha 1 | 0.65 |
| Adrb1 | adrenergic. beta-1-. receptor | 0.79 |
| Aqp9 | aquaporin 9 | 0.55 |
| Btg2 | B-cell translocation gene 2. anti-proliferative | 0.50 |
| C1s | similar to complement component 1. s subcomponent; complement component 1. s subcomponent | 1.41 |
| Carhsp1 | calcium regulated heat stable protein 1 | 0.72 |
| Chrm3 | cholinergic receptor. muscarinic 3 | 0.53 |
| Cox6c | cytochrome c oxidase. subunit VIc | 0.73 |
| Ebf1 | early B-cell factor 1 | 0.65 |
| Egr1 | early growth response 1 | 0.65 |
| Fgfr1op2 | FGFR1 oncogene partner 2 | 0.71 |
| Galntl5 | UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase-like 5 | 1.92 |
| Hcn2 | hyperpolarization activated cyclic nucleotide-gated potassium channel 2 | 0.79 |
| Irf7 | interferon regulatory factor 7 | 0.71 |
| Kcnh4 | potassium voltage-gated channel. subfamily H (eag-related). member 4 | 0.77 |
| LOC687516 | similar to zinc finger protein 146 | 0.72 |
| LOC691770 | similar to Ankyrin repeat domain-containing protein 28 | 0.71 |
| Mapk3 | mitogen activated protein kinase 3 | 0.62 |
| Ngfr | nerve growth factor receptor (TNFR superfamily. member 16) | 2.18 |
| Pcsk4 | proprotein convertase subtilisin/kexin type 4 | 0.71 |
| Prom1 | prominin 1 | 0.74 |
| Rt1-Da | histocompatibility 2. class II antigen E alpha | 1.71 |
| Sirt5 | sirtuin (silent mating type information regulation 2 homolog) 5 (S. cerevisiae) | 0.42 |
| Slc14A2 | solute carrier family 14 (urea transporter). member 2 | 0.78 |
| Tnnc2 | troponin C type 2 (fast) | 0.50 |
| Tsga10 | testis specific 10 | 1.49 |

Two class unpaired Significance Analysis of Microarrays (SAM) of TMev with a 12% FDR was used to analyze the microarray data of striatal gene expression in the DOPA/HFS vs 6-OHDA groups: fold changes with values higher than 1 indicate up-regulation of gene expression after HFS and fold changes with values less than 1 indicate down-regulation of expression

# Supplementary material for: Striatal Molecular Signature of Subchronic Subthalamic Nucleus High Frequency Stimulation in Parkinsonian Rat
**Source:** PLoS One. 2013 Apr 4;8(4):e60447. doi: 10.1371/journal.pone.0060447
**Supplement:** Table S6 — Functional annotation chart: Most relevant biological terms associated with HFS. Abbreviations: GO: gene ontology; BP: biological process; CC: cell. Component; MF: molecular function.

Table S6. Functional annotation chart: Most relevant biological terms associated with HFS.

*Abbrevations: GO: gene ontology; BP: biological process; CC: cell. Component; MF: molecular function.*

# Supplementary material for: Striatal Molecular Signature of Subchronic Subthalamic Nucleus High Frequency Stimulation in Parkinsonian Rat
**Source:** PLoS One. 2013 Apr 4;8(4):e60447. doi: 10.1371/journal.pone.0060447
**Supplement:** Table S7 — Functional annotation chart: Most relevant biological terms associated with DOPA.

Table S7. Functional annotation chart: Most relevant biological terms associated with DOPA.

# Supplementary material for: Striatal Molecular Signature of Subchronic Subthalamic Nucleus High Frequency Stimulation in Parkinsonian Rat
**Source:** PLoS One. 2013 Apr 4;8(4):e60447. doi: 10.1371/journal.pone.0060447
**Supplement:** Table S8 — Functional annotation chart: Most relevant biological terms associated with DOPA/HFS.

Table S8. Functional annotation chart: Most relevant biological terms associated with DOPA/HFS.

| Category | Term | Number of genes | P-Value | Benjamini |
| --- | --- | --- | --- | --- |
| GOTERM_BP | immunoglobulin mediated immune response | 3 | 2,50E-03 | 6,60E-01 |
| GOTERM_BP | B cell mediated immunity | 3 | 2,70E-03 | 4,40E-01 |
| GOTERM_BP | lymphocyte mediated immunity | 3 | 4,10E-03 | 4,40E-01 |
| GOTERM_BP | adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains | 3 | 4,70E-03 | 3,90E-01 |
| GOTERM_BP | adaptive immune response | 3 | 4,70E-03 | 3,90E-01 |
| GOTERM_BP | leukocyte mediated immunity | 3 | 6,10E-03 | 4,00E-01 |
| GOTERM_BP | regulation of transcription | 8 | 8,50E-03 | 4,50E-01 |
| GOTERM_BP | immune effector process | 3 | 1,50E-02 | 6,00E-01 |
| GOTERM_BP | response to abiotic stimulus | 4 | 2,30E-02 | 7,10E-01 |
| GOTERM_BP | regulation of transcription, DNA-dependent | 6 | 3,70E-02 | 8,30E-01 |
| GOTERM_BP | regulation of RNA metabolic process | 6 | 4,00E-02 | 8,20E-01 |
| GOTERM_BP | response to organic substance | 5 | 5,30E-02 | 8,80E-01 |
| GOTERM_BP | regulation of system process | 3 | 8,80E-02 | 9,60E-01 |
| GOTERM_BP | transcription | 4 | 8,90E-02 | 9,50E-01 |

How the deposited data were processed for this re-analysis (not part of the article)

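Gene expression in the dorsal striatum was measured in 12 rats with a unilateral 6-OHDA lesion, in 4 groups of 3 (6-OHDA, HFS, DOPA and DOPA/HFS), with 1 single-colour Agilent rat array per rat. The RT-qPCR samples and other experiments of the paper were not analysed here. The condition and replicate number of each array were taken from the sample labels.

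The intensity values come from the scanner files that the authors deposited, in which the Feature Extraction software had quantified each spot on a linear scale, subtracted the local background, corrected spatial trends within the array and replaced very low values by surrogates. No normalization between arrays had been applied to them. The log2 values of the deposited series table had been quantile normalized between the 12 arrays by the authors, as their methods state, with control spots included. Their ranks equal those of the mean spot intensity minus the mean local background (Spearman correlation of 1 on every array), and their range is 5.604 to 16.98.

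Each array held 45018 spots, of which 1639 were controls and were left out. Of the 41012 probes, 24588 carry a RefSeq accession and 10735 were named through the gene table of the rat assembly GRCr8, from which no position was used. The other probes kept the names in the files. Spots marked as outliers by the scanner software were left out. The background-corrected intensities were taken to log2, quantile normalized between arrays and averaged over the spots of each probe. Probes well above background in a share of at least 0.4 of the arrays were kept. Each gene was represented by its probe of highest mean signal, which gave 20403 genes. The number of arrays limits the precision of every value.

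The arrays were fitted together with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with data.table 1.17.8 and jsonlite 2.0.0. Each treatment was compared with 6-OHDA, and a gene was called at a Benjamini-Hochberg adjusted p under 0.1 and a fold over 1.2 or under 0.8. The moderated F test stood for the 4-class test of the methods. The difference between the HFS effect with and without L-DOPA was tested as an interaction. Where single genes are described, all 3 arrays are given for each group and an exact two-sided permutation test is named. A 2-class SAM written for this purpose was run on all tested genes, with all 20 permutations and false discovery rate limits of 6%, 1% and 13%, and the fold limits and the Wilcoxon test were applied after it. The methods set the fold limits before SAM, and that order was run as an alternative. The fits were tested on simulated data. Arrays were compared by Pearson correlation over the 200 genes with the largest F and over all tested genes.

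A set of 14 marker lists was tested with camera at a preset correlation of 0.01, and with fry and camera with an estimated correlation as alternatives. They cover astrocytes, cholinergic interneurons, choroid plexus (genes the paper names, and others), cortex, endothelium, ependyma, immediate early genes, interferon response, leptomeninges, major histocompatibility complex class II, microglia, oligodendrocytes and striatal projection neurons. A list was called at an adjusted p under 0.05. A list entered a test with its genes that had a value on all 12 arrays after outlier spots were left out, whether or not the value was well above background. The value of 1 listed gene is not reported here.

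The genes that could be named were fixed as every gene the paper names in its text, Tables 1 to 3 or Figures 3 and 5, the genes of the marker lists, and per treatment the 10 called genes with the largest change whose arrays did not overlap with 6-OHDA. Of 255 gene names in the paper, 254 were tested and Slc6a3 did not pass the filter. The genes called only under other settings or by the F test, SAM or the interaction, and genes of Tables S3 to S5 outside those names, were named after their values were seen.

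The alternatives fixed before the data were examined were scaling to the 75th percentile, a normexp background correction with an offset of 50, the deposited log2 table, no filter on dim probes, a filter requiring all 3 arrays of a group, the mean of all probes of a gene, the replicate number as a block, fits of only the arrays compared, an adjusted p under 0.05, no fold limit, SAM on all genes, ratios of arithmetic means, both other set tests, all tested genes in place of 200, complete linkage, division by the HPRT signal, and leaving out each array in turn. The sample mapping, tests, marker lists and naming rule were fixed then too. Keeping outlier spots, a covariate for the choroid plexus genes, the fold limits before SAM, SAM on the deposited log2 table and the permutation within slides were added after the data had been seen.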

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

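The tests of chance for Nr4a3 and LOC683470 and both tests for the class II genes were chosen after the result was seen, and so were the statistics that decide the leptomeninges, ependyma and immediate early tests, whose predictions were written earlier for the list as a whole.

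Nr4a3 drew attention because HFS moved it in opposite directions without and with L-DOPA. It was 1.55 higher on the log2 scale in HFS than in 6-OHDA and -0.48 in DOPA/HFS relative to DOPA, and in both comparisons no array overlapped. The interaction was -2.04 (standard error 0.36, unadjusted p = 0.000162, adjusted p = 1 in limma). LOC683470 showed the reverse, -0.49 and 0.39, with an interaction of 0.88 (standard error 0.25, unadjusted p = 0.00468, adjusted p = 1 in limma). Of 18357 genes with a value on all 12 arrays, 26 had every array on opposite sides in this way, a share of 0.142%, against 0.5% by chance. Such a pattern is therefore consistent with chance among many genes. A lasting effect of L-DOPA on the response to HFS stays open and was not tested further.

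The list of 31 other choroid plexus genes rose in HFS. The paper names choroid plexus genes among the HFS genes but does not report on these. Of the 31 genes, 27 were on the array, 17 were tested and 14 had a value on all arrays, with a median log2 fold change of 0.54 (camera, adjusted p = 3.54e-06). None of them is in Tables S3 to S5 or another list, and 14 were well above background on all 3 6-OHDA arrays. Whether that signal came from striatal cells or from choroid plexus in those punches was not tested. The median stayed between 0.36 and 0.84 as single arrays were left out. Lists were called at an adjusted p under 0.05. The adjusted p was 0.143 with fry and 0.0945 with an estimated correlation, so at this limit the list is called with the preset correlation alone, while 0.0945 would pass the limit of 0.1 used for genes. The mean of the list was 1.05, 0.18 and 0.78 on HFS replicates 1 to 3. In replicates 1 and 3, 14 of the 27 genes were higher than on every 6-OHDA array. Among them Kcne2 was at 8.35, 4.66 and 7.98 on the HFS arrays, with a highest 6-OHDA value of 4.19. Folr1 rose by 1.77, Otx2 by 1.78 and Igfbp2 by 1.82, whereas the abundant Enpp2 rose by 0.94 and Wfdc2 by 0.14, Ace changed by -0.01 and Spint2 by -0.3. Over the 12 arrays the list correlated with Ttr at r = 0.741 (permutation p = 0.00374, adjusted over 4 relations 0.015) and rho = 0.65 (permutation p = 0.0251, adjusted 0.1). Without the 2 arrays farthest from the median r was 0.403, so the relation rests largely on those arrays. RNA of the choroid plexus in the punched tissue of HFS replicates 1 and 3 is a candidate explanation for the rise of Ttr and Sostdc1, as the test predicted a median above 0. A response of striatal cells to HFS was not excluded. In HFS replicate 2, where the list was low, Ttr was still at 11.86 against 6.59 on the highest 6-OHDA array. Sostdc1 (7.97 against 5.68) and Aqp1 (5.99 against 5.42) were also higher there, so a small amount of choroid plexus is not excluded for this array. DOPA replicate 3, from a rat without stimulation, was high for Ttr (13.81), Sostdc1 (10.47) and Aqp1 (7.19). Its Igf2 (12.13) was not above the highest 6-OHDA array (12.23).

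RNA of neighbouring tissue other than the choroid plexus was tested in the same way. The leptomeninges list had a median of 0.04 in HFS, but its genes went both ways. The collagens Col1a1, Col1a2 and Col3a1 changed by -0.43, -0.12 and -0.64, with -0.12 as the highest of them, while Fmod rose by 0.89 (standard error 0.53), which leaves this explanation undecided. The ependyma list drew attention because it rose in HFS by a median of 0.62 (camera, adjusted p = 0.000334) and was at -0.45 in DOPA (adjusted p = 0.0172). With fry the adjusted p was 0.744 in HFS and 0.885 in DOPA. The 3 6-OHDA arrays alone were at -0.93, 0.69 and 0.25 for this list, and leaving out single arrays moved the HFS median between 0.17 and 1.05 and the DOPA median between -1.02 and 0.02. The HFS call was lost without 6-OHDA replicate 1 (adjusted p = 0.514) or HFS replicate 1 (0.0686), and the DOPA call without 6-OHDA replicate 2 (0.968), 6-OHDA replicate 3 (0.338) or DOPA replicate 2 (0.389). Of its 15 genes 9 were tested, 8 entered the list test and 6 were well above background on all 6-OHDA arrays, and none is in the paper's tables. The correlation of this list with Ttr was r = 0.254 (permutation p = 0.427) and rho = 0.315 (permutation p = 0.321), with r = 0.282 without the 2 farthest arrays, which neither points to ependyma as the source of Ttr nor excludes it. A difference in how the tissue was punched may contribute, and cannot be told apart from a treatment effect for this list.

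The list of class II genes of the major histocompatibility complex was called as raised in all treatments (camera, adjusted p = 0.00374, 0.00374 and 0.00019). Its median was 1.15 in HFS, 1.38 in DOPA and 1.53 in DOPA/HFS. The paper discusses RT1-Da alone. Of 9 genes 5 were tested, 3 of them with a value on all arrays, and 2 of the tested are in Tables S3 to S5. The means over the 3 genes were below the medians, at 0.84 in HFS, 0.93 in DOPA and 1.18 in DOPA/HFS. In HFS and DOPA/HFS the median equals the change of RT1-Da, so a rise of the class as a whole is not shown. The adjusted p with fry was 0.156, 0.156 and 0.143, with an estimated correlation 0.0991, 0.0991 and 0.0945, and with the replicate block 0.00829, 0.00829 and 0.00111 by camera. Without HFS replicate 1 the median in HFS was 0.67 and the list was not called there (camera, adjusted p = 0.0686). Without DOPA/HFS replicate 3 the medians were 0.63, 0.49 and 0.62, over 5 genes, since outlier spots of that array had kept 2 of them out. More microglia in the tissue would raise their abundant transcripts, but C1qa, C1qb, C1qc, Tyrobp and Aif1 changed by between -0.18 and 0.07 in the treatments, so that the largest rise was far below the list. Itgam, which is less abundant, rose by 1.3, 1.47 and 1.84 with a standard error of 1.02. All treatments share the 6-OHDA arrays, so low values on these arrays and a rise in the treated animals cannot be told apart, and 1.53 in DOPA/HFS may come from either.

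The immediate early genes were lower in DOPA by a median of -0.26 (camera, adjusted p = 0.00587) and in DOPA/HFS by -0.48 (adjusted p = 1.63e-06), and at 0.08 in HFS. The adjusted p with fry was 0.885 in DOPA and 0.544 in DOPA/HFS. The call in DOPA was lost without 6-OHDA replicate 3 (camera, adjusted p = 0.411) and without DOPA replicate 1 (0.109), while in DOPA/HFS the adjusted p was at most 0.0204 as single arrays were left out. Of the 23 genes 21 were tested and entered the list test, 19 were well above background on all 6-OHDA arrays and 6 are in Tables S3 to S5. A high early response in the 6-OHDA arrays alone was tested by leaving these arrays out. DOPA/HFS minus HFS had a median of -0.53, with 20 of 21 genes lower (p = 4.73e-12 with camera, 0.0213 with an estimated correlation and 0.0314 with fry), which argues against the 6-OHDA arrays as the whole cause in DOPA/HFS. DOPA minus HFS had a median of -0.33, with 17 of 21 genes lower (p = 2.67e-05 with camera, 0.121 with an estimated correlation and 0.122 with fry), so for DOPA high values on the 6-OHDA arrays, replicate 3 above all, stay open. An effect of L-DOPA, last given 12 h before death, is a hypothesis that stays open.

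In DOPA, the endothelium list rose by a median of 0.23 (camera, adjusted p = 0.0166, and 0.544 with fry) and the interferon response list fell by 0.39 (camera, adjusted p = 0.000592, and 0.544 with fry). Of 8 endothelium genes 7 were tested, 6 entered the list test, 5 were well above background on all 6-OHDA arrays and 1 is in the paper's tables. For the 19 interferon genes these numbers were 13, 12, 13 and 3. Without 6-OHDA replicate 2 the endothelium median was 0.03 (camera, adjusted p = 0.678), so its rise depends on that array, and the adjusted p was 0.0733 without DOPA replicate 1 and 0.0593 without DOPA replicate 2. The interferon median stayed between -0.51 and -0.31 as single arrays were left out, with an adjusted p of at most 0.0268. In HFS and DOPA/HFS the endothelium medians were 0.04 and 0.1 and the interferon medians 0.03 and -0.17. No technical or biological explanation was tested for these lists.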

How the results depend on the processing

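The settings that kept outlier spots, added a choroid plexus covariate, set the fold limits before SAM or ran SAM on the deposited log2 table were chosen after the result was seen.

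Of 84 recomputed counts of genes changed in a treatment, 52 stayed within 1.5 times the reported count or at 0. With limma and no filter on dim probes, 3 genes were called in HFS and 0 in DOPA, and 4 genes between the 4 groups, with 35619 genes tested. With probes well above background on all 3 arrays of a group there was 1 gene in HFS, an expressed sequence without a symbol, 2 genes between the 4 groups and 1 by the interaction. With the mean of all probes the F test called 0 genes. In DOPA, an adjusted p under 0.05 left 0 genes, as it did for the F test, the choroid plexus covariate left 0, fits of only the arrays compared gave 2 (Cryba2 and Trh), and SAM on all genes gave 6, with 1 in DOPA/HFS. With the fold limits before SAM there were 5 in DOPA and 1 in DOPA/HFS. On the deposited log2 table SAM on all genes gave 12 in DOPA, and the fold limits before SAM 2 in HFS, 19 in DOPA and 517 in DOPA/HFS, of which 516 fell. Where genes tested or arrays fitted did not change, the cause was not tested.

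With the replicate number as a block, which sets the slide apart, the pairing of arrays on a slide left 0 genes in DOPA, where 622 had an unadjusted p under 0.05, and 0 by the F test, where 887 did. In HFS and DOPA/HFS it called 0 genes too, with 651 and 1034 at an unadjusted p under 0.05. SAM on all genes gave 0, 6 and 1 without a block. Correlations between arrays on a slide ran from -0.288 to 0.477 in 18 pairs, with a median of 0.112 against -0.0692 for other pairs.

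Leaving out single arrays moved the count from 0 to 2 in HFS, from 0 to 13 in DOPA, from 0 to 3 in DOPA/HFS and from 0 to 14 for the F test, and the highest counts in DOPA, in DOPA/HFS and by the F test came without DOPA/HFS replicate 1. The cause was not tested. The 2 HFS genes came without DOPA replicate 1. Igsf5 was called in DOPA by limma with all arrays, and its adjusted p (listed as LOC304000) ranged from 0.00571, without DOPA/HFS replicate 1, to 0.522. It was over 0.1 in 12 settings, among them no filter on dim probes (0.242), the block (0.293) and each 6-OHDA array left out. Pdyn, Tnnt1 and Trh were among the 13 genes called in DOPA without DOPA/HFS replicate 1, Ngfr without DOPA replicate 3, Galntl5 in HFS and DOPA/HFS without DOPA replicate 1 or 3, and Nr4a3 in HFS without HFS replicate 3. The genes of Table S3 with its direction at an unadjusted p under 0.05 numbered 33 to 54, those of Table S4 70 to 109 and those of Table S5 9 to 16. With the choroid plexus covariate, which takes up part of the HFS contrast, 26 genes of Table S3 were left of 50. Adjusted over the list alone, 11 genes passed with this covariate, against 55 without it.

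For 2 of 12 arrays the nearest array over all tested genes was of the same group. Of the marker lists, camera called 11 of 42 tests at an adjusted p under 0.05, 9 to 13 as single arrays were left out, and fry and camera with an estimated correlation called 0 at that limit, with lowest values of 0.143 and 0.0945. The leptomeninges list in DOPA kept a median of -0.17 at the 75th percentile, where camera gave the opposite direction. As arrays were left out, the other choroid plexus genes ranged from -0.13 to 0.15 in DOPA and from -0.1 to 0.21 in DOPA/HFS. The choroid plexus genes named by the paper, with Clic6 and Kcnj13 known only as bounds, ranged from -0.01 to 1.93 in DOPA and from -0.2 to 0.82 in DOPA/HFS. The leptomeninges list ranged from -0.02 to 0.14 in HFS, from -0.22 to 0.06 in DOPA and from -0.26 to 0.37 in DOPA/HFS, the ependyma list from -0.3 to 0.57 in DOPA/HFS and the immediate early list from -0.12 to 0.24 in HFS. The cause was not tested.

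Of 1848 recomputed log2 fold changes of named genes, 1791 kept their direction and their side of the threshold, 12 lost a call, 11 gained one and 34 changed sign. Fos in HFS was -0.41 with the choroid plexus covariate. With the mean of all probes Hprt1 was 0.02 in HFS and 0.05 in DOPA. Adra2b in DOPA was -0.02 with normexp and -0.02 with the deposited log2 table. Nr4a3 in DOPA/HFS was -0.13 with that table, -0.08 with the mean of all probes and -0.15 with outlier spots kept. As single arrays were left out, Adrb1 ranged from -0.43 to 0.48 in HFS, from -0.62 to 0.29 in DOPA and from -0.49 to 0.64 in DOPA/HFS, and Hprt1 from -0.1 to 0.13, from -0.1 to 0.15 and from -0.17 to 0.06. In HFS, Prkcb ranged from -0.28 to 0.06, Fos from -0.27 to 0.7 and Irf7 from -0.45 to 0.28. In DOPA, Adra2b ranged from -0.26 to 0.23, Igf2 from -0.18 to 0.06 and Chrna7 from -0.04 to 0.12. In DOPA/HFS, Ttr ranged from -0.67 to 2.55 and Nr4a3 from -0.06 to 0.2. The cause was not tested. Ttr in HFS stayed between 7.36 and 9.58 and Sostdc1 between 4.22 and 6.46.

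The signal over background limits the dim genes. Between 50.5% and 63.2% of the spots of an array were well above background. For a gene such as Galntl5, which no 6-OHDA array measured, only a bound can be given.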

Differences from the paper's values

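The fold limits before SAM and SAM on the deposited log2 table were added after the result was seen, and the scale of the folds, ratios of geometric means as fixed for single genes, was set for this comparison after values on both scales had been seen.

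Of the folds of Tables S3 and S4, 66 of 71 and 150 of 167 match ratios of arithmetic means of the deposited log2 table, taken back to the linear scale, within 0.015. For Table S5 6 of 26 do with all arrays and 24 without DOPA/HFS replicate 3. The folds here are ratios of geometric means. For Ttr in HFS the paper's value is 279, and the value here is 309 as a ratio of geometric means and 547 as a ratio of arithmetic means. The last differs from the paper's value by more than 1.5 times, as do 154 with normexp, 158 with the deposited log2 table and 767 without HFS replicate 2. For Ttr in DOPA the paper shows about 38 in Fig. 5, read by eye, and the value here was 6.18 as a ratio of geometric means. It includes DOPA replicate 1, which lay far below the other DOPA arrays and was not well above background. Without that array the log2 fold change was 5.84. Fig. 5 gives means of the folds per sample, which is not the scale of the value here. The gap between 38 and 6.18 therefore depends on the scale as well as on that array, and is not read as a difference in the data.

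For the number of genes differentially expressed, the paper's values are 71 in HFS, 167 in DOPA and 26 in DOPA/HFS, and limma called 0, 1 and 0. At an unadjusted p under 0.05 there were 477, 528 and 561 genes, and SAM on all tested genes, followed by the fold limits and the Wilcoxon test, gave 0, 6 and 1. The paper's count of genes regulated by all treatments is 5, and limma called 0. None of the alternatives set before the data were examined reached any of these counts. Nor did the fold limits set before SAM, the order in the methods, with 0, 5 and 1, nor SAM on the deposited log2 table, with 0, 12 and 0 when run on all genes and 2, 19 and 517 (516 of them lower) with the fold limits first, all chosen after seeing the values. Of the genes in the paper's tables, SAM on all genes called Amhr2, Cryba2, Pdyn and Trh in DOPA and Galntl5 in DOPA/HFS. With the fold limits first, chosen after seeing the values, it called Amhr2, Cryba2, Prom2 and Trh in DOPA and Galntl5 in DOPA/HFS. On the deposited log2 table, also chosen after seeing the values, SAM on all genes called Amhr2, Crhr1, Cryba2, Efemp2, Pdyn, Tnnt1, Tpbg and Trh in DOPA. There the fold limits first called these and Cpne9, Ctsk, Nefh, Ngfr and Nmu in DOPA, Galntl5 in HFS, and 17 genes of Table S5 in DOPA/HFS (Aqp9, Btg2, Carhsp1, Chrm3, Cox6c, Ebf1, Egr1, Fgfr1op2, Irf7, Kcnh4, LOC687516, LOC691770, Pcsk4, Prom1, Sirt5, Slc14a2 and Tnnc2). In limma, fits of only the arrays compared called Cryba2 and Trh in DOPA. Leaving out single arrays also called Galntl5 in HFS and DOPA/HFS, Nr4a3 in HFS and Ngfr in DOPA. Without DOPA/HFS replicate 1, 10 genes of Table S4 were called in DOPA (Amhr2, Cpne9, Crhr1, Cryba2, Efemp2, Pdyn, Prom2, Tnnt1, Tpbg and Trh), and Amhr2, Cryba2 and Trh in DOPA/HFS.

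In HFS, the paper's fold of Bhlhe40 is 0.55 and the value here was 0.844. The difference closes without 6-OHDA replicate 2, HFS replicate 1 or HFS replicate 3 and under no other alternative. For Galntl5 the paper's fold is 1.8, against at least 2.74-fold here. It closes with normexp and with the deposited log2 table only. For Rab3Gap2 the paper's fold is 0.61 and the value here 1.05, which no alternative closes.

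In DOPA, the paper's fold of Cryba2 is 2.08, against at least 3.76-fold here. That of Tnfsf9 is 1.49, against 5.15. Both close with normexp and the deposited log2 table and under no other alternative. The paper's fold of Hcrtr1 is 1.72, against 4.29, and that of Rt1-Da is 1.51, against 2.73. Both close under these settings and without 6-OHDA replicate 2. For Gnrh1 the paper's fold is 0.71, against 0.471, which closes under the same pair of settings and without 6-OHDA replicate 1 or DOPA replicate 3. For Inhbb it is 0.67, against 1.03, which closes with the mean of all probes and without 6-OHDA replicate 1, DOPA replicate 1 or DOPA replicate 2. For Nmu it is 2.61, against 3.92, which closes with the 75th percentile, normexp, the deposited log2 table, the ratio of arithmetic means, and without 6-OHDA replicate 2, 6-OHDA replicate 3 or DOPA replicate 2. The other alternatives leave these differences open. In DOPA/HFS, the paper's fold of Tsga10 is 1.49, against 2.39, and it closes with normexp, the deposited log2 table and without 6-OHDA replicate 2 or DOPA/HFS replicate 1, and under no other.

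Some directions stated by the paper were not met, or were met only by another probe of the gene. The paper gives Ppp3r1 as down-regulated by L-DOPA in its text and as up-regulated in Table S4, and it changed by 0.24 on the log2 scale here, the direction of the table. It gives Adrb1 as down-regulated by all treatments, and the probe of that name changed by 0.07, -0.12 and 0.08. A second probe of the gene met the direction in each treatment, with -0.49, -0.56 and -0.29, and the paper may have used that probe. Adra2b is given as down-regulated by L-DOPA. The named probe changed by 0.06, and a second, which met the direction, by -0.6. In Fig. 3 the paper places a DOPA array near the HFS arrays, and DOPA replicate 3 was nearest to DOPA replicate 2 here (r = 0.673). The paper treats Ttr, Sostdc1, Igf2 and Chrna7 as unmodified in DOPA, where the log2 signals of Ttr were 2.41, 10.29 and 13.81. It treats C1s and Rt1-Da as unaffected by HFS, where C1s changed by 0.53 and RT1-Da by 1.15 without overlap. It calls Trh the largest and most significant change under L-DOPA. With all arrays fitted, Trh changed by 2.67 with an unadjusted p of 0.00111 in limma, against 3.06 and 0.000128 for Ngfr. With all arrays Igsf5 had the lowest adjusted p in limma, 0.0602. Fits of only the arrays compared called Trh (adjusted p = 0.00376 in limma) and not Ngfr, as did SAM on all genes. In these fits Cryba2 had a lower adjusted p, 0.00274. Without DOPA/HFS replicate 1 Trh had the lowest adjusted p, 0.000222. Among the genes called there, Cryba2 (3.5), Amhr2 (3.31), Prom2 (3) and a probe without a gene symbol (5.92) changed more than Trh (2.67). The genes in the DOPA/HFS table alone number 16 by its tables, and its text gives 1 fewer.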

Other observations

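The tests on DOPA/HFS replicate 1 and on the folds of Table S5 were chosen after the result was seen, whereas the counts over other splits and the choroid plexus test for the DOPA array were planned.

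DOPA/HFS replicate 1 lay apart from replicates 2 and 3 over 146 genes of Table S4, chosen without Trh, Pdyn and Ngfr. Its slope on the mean DOPA change was 0.191, against 0.806 and 0.833. The HFS arrays had slopes of 0.195 to 0.24 and the 6-OHDA arrays of -0.135 to 0.186. The slope thus fell within the range of the arrays without L-DOPA, just under the HFS arrays, as for an array of an animal without L-DOPA. Other values of this array are mixed. Over 61 genes of Table S3 its slope on the mean HFS change was 0.65, near 0.695 and 0.543 on replicates 2 and 3. The DOPA arrays had slopes of 0.32 to 0.627 and the 6-OHDA arrays of -0.116 to 0.116. The HFS arrays had 0.913 to 1.047, but that mean was made from them, so the gap to them decides nothing. Its immediate early genes had a mean of -0.61, below the -0.31 to 0.49 of the 6 arrays without L-DOPA. Fos was at 7.05 on it, under the lowest of these arrays (7.92), and Igsf5 at 6.69, over the highest (6.24). Nr4a3 at 8.06 and Ttr at 8.28 lay under every HFS array (lowest 9.1 and 11.86). Galntl5 at 6.56 lay over every 6-OHDA array (highest 4.03) but within the range of the HFS arrays (6.24 to 6.67). Over all tested genes the nearest array to DOPA/HFS replicate 1 was HFS replicate 3 (r = 0.481). By that measure only 2 of the 12 arrays were nearest to their own group. A wrong label is therefore neither settled nor excluded. The genes of both tables were chosen on these arrays, the 6-OHDA slopes are centred near 0 by construction, and single genes of 1 array decide little. The criterion was narrowed to the HFS arrays at 1 point, which the slope of 0.191 did not meet, and then returned to its first wording. An animal that responded weakly to L-DOPA stays open, and the labels give no sign of a swap. Poor array quality is argued against by 62.8% of spots well above background, within the range of the arrays, with few outlier spots. Without this array, Trh and Pdyn rose by 2.73 and 1.14 in DOPA/HFS.

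The folds of Table S5 may have been computed without DOPA/HFS replicate 3. Of the 26 folds, 24 were met within 0.015 without this array, against 6 with all arrays, 7 without replicate 1 and 3 without replicate 2. For Tables S3 and S4, 66 of 71 and 150 of 167 folds were met with all arrays. This array carried 4175 outlier spots, between 3.49% and 18.8% of the spots in blocks of the array. Without it, the smallest p of the Wilcoxon test on the deposited log2 table was 0.0833, above the limit of 0.05 in the methods. By the stated rule the genes of Table S5 could therefore not have been chosen without this array, so the explanation covers the folds alone.

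Whether chance can be excluded for the counts of called genes was asked by regrouping the arrays. The real counts were 0 in HFS, in DOPA/HFS and for the interaction, so every split gives as many by construction, 10 of 10, 10 of 10 and 100 of 100, and nothing can be concluded from these. The largest count in HFS was 273, for 6-OHDA replicates 1 and 2 with HFS replicate 1 against the rest. That split set both arrays of slide 1 against both arrays of slide 3 and divided slide 2 alone, so a slide effect stays open for it. In DOPA 4 of 10 splits gave as many as the real count of 1, and with 10 splits chance could not have been excluded by any result. For the F test 28 of 100 splits gave as many genes, so chance is not excluded for it.

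In Fig. 3 of the paper a DOPA array lies with the HFS arrays, and RNA of the choroid plexus was tested as a candidate explanation. The mean of the other choroid plexus genes was 0.33 on DOPA replicate 3, above -0.07 and -0.15 on the other DOPA arrays, and the genes the paper names were at 3.26 on it, against -0.56 and 0.74. The pattern itself was not seen here, as this array was nearest to a DOPA array, so the test does not decide. In DOPA these lists had medians of -0.01 and 1.38, and in DOPA/HFS of 0.1 and 0.63. Of the 7 genes the paper names 6 are in the paper's tables, 6 entered the list test and 4 were well above background on all 6-OHDA arrays. Clic6 and Kcnj13 were so on none of these arrays, which allows only a bound for them, and the values above that include them are limited in the same way. Over the 4 other genes of the test the medians were 3.69 in HFS, 1.13 in DOPA and 0.22 in DOPA/HFS. For the other list the mean in DOPA was 0.02, of opposite sign to its median.

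With all 12 arrays and the processing used here, the remaining lists had no adjusted p under 0.05 with camera. Their medians in HFS, DOPA and DOPA/HFS were 0.14, 0.13 and 0.14 for astrocytes, -0.07, -0.18 and 0 for cholinergic interneurons, 0.38, 0.26 and 0.4 for cortex and 0.05, -0.08 and 0 for oligodendrocytes. They were -0.08, -0.02 and 0.07 for microglia, whose means were 0.13 and 0.19 in HFS and DOPA with camera giving a fall in HFS, and -0.07, 0.08 and -0.02 for striatal projection neurons, whose mean in DOPA was -0.03. The ependyma median in DOPA/HFS was 0.15, and the leptomeninges medians in DOPA and DOPA/HFS were -0.17 and 0.04. Leaving out single arrays brought some of these lists under the limit with camera. Among them, cholinergic interneurons in DOPA had an adjusted p of 0.0391 without 6-OHDA replicate 2 and 0.0268 without DOPA replicate 2. Ependyma in DOPA/HFS had 2.82e-07 without 6-OHDA replicate 2. Of the tested genes of these lists, 7 of 7 astrocyte, 5 of 6 cholinergic, 2 of 3 cortex, 8 of 8 oligodendrocyte, 8 of 9 microglia, 12 of 12 projection neuron and 9 of 10 leptomeninges genes were well above background on all 6-OHDA arrays. None of the genes of these lists, 0 in each, is in another list or in Tables S3 to S5.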
